# ATL9, a RING Zinc Finger Protein with E3 Ubiquitin Ligase Activity Implicated in Chitin- and NADPH Oxidase-Mediated Defense Responses

**DOI:** 10.1371/journal.pone.0014426

**Published:** 2010-12-23

**Authors:** Marta Berrocal-Lobo, Sophia Stone, Xin Yang, Jay Antico, Judy Callis, Katrina M. Ramonell, Shauna Somerville

## Abstract

Pathogen associated molecular patterns (PAMPs) are signals detected by plants that activate basal defenses. One of these PAMPs is chitin, a carbohydrate present in the cell walls of fungi and in insect exoskeletons. Previous work has shown that chitin treatment of *Arabidopsis thaliana* induced defense-related genes in the absence of a pathogen and that the response was independent of the salicylic acid (SA), jasmonic acid (JA) and ethylene (ET) signaling pathways. One of these genes is *ATL9* ( = *ATL2G*), which encodes a RING zinc-finger like protein. In the current work we demonstrate that ATL9 has E3 ubiquitin ligase activity and is localized to the endoplasmic reticulum. The expression pattern of *ATL9* is positively correlated with basal defense responses against *Golovinomyces cichoracearum*, a biotrophic fungal pathogen. The basal levels of expression and the induction of *ATL9* by chitin, in wild type plants, depends on the activity of NADPH oxidases suggesting that chitin-mediated defense response is NADPH oxidase dependent. Although *ATL9* expression is not induced by treatment with known defense hormones (SA, JA or ET), full expression in response to chitin is compromised slightly in mutants where ET- or SA-dependent signaling is suppressed. Microarray analysis of the *atl9* mutant revealed candidate genes that appear to act downstream of *ATL9* in chitin-mediated defenses. These results hint at the complexity of chitin-mediated signaling and the potential interplay between elicitor-mediated signaling, signaling via known defense pathways and the oxidative burst.

## Introduction

Plants defend against pathogens using an innate system of defense that has both constitutive and inducible components. Constitutive defense responses are independent of the physical presence of a pathogen and are typically chemical and physical barriers that protect the plant from pathogen invasion [1]. Inducible plant defenses depend on pathogen recognition and fall into two major classes; specific gene-for-gene interactions and more general Pathogen or Microbe-Associated Molecular Pattern (PAMP or MAMP)-associated responses. In gene-for-gene interactions, a plant resistance (*R*) gene recognizes and interacts with a specific race(s) of pathogen that expresses a corresponding avirulence (*Avr*) gene [2]. In the absence of gene-for-gene interactions, general elicitors or PAMPs, [3] are recognized by the host and activate broad-spectrum defense responses. Common PAMPs such as the oligosaccharide chitin (β-1, 4 linked *N-*acetylglucosamine) and the bacterial proteins flagellin and elongation factor Tu (EF-Tu) are known to activate strong defense responses [4], [5], [6], [7], [8]. Several receptors associated with these PAMPs have been characterized including: the FLS2 receptor that recognizes flagellin [9]; the EFR receptor, which perceives the first 18 amino acids of bacterial elongation factor Tu (EF-Tu) [7], chitin oligosaccharide elicitor binding protein (CeBiP) [10], a transmembrane protein with two extracellular Lysine motifs (LysM) that is involved in chitin recognition and the LysM-RLK CERK1 that is required for chitin-initiated responses and downstream signalling [10], [11].

While our knowledge of how plants perceive pathogens and activate associated defense signaling pathways is increasing rapidly, less is known about how these processes are regulated during the infection. A predominant theme that is emerging is that of ubiquitination as a means of targeting components of defense signaling pathways for degradation to curtail the plant immune response [12], [13]. Studies characterizing the roles of several ubiquitin E3 ligases in defense have begun to provide clues about the regulation of pathogen-induced signaling [12], [14]. For instance the rice resistance (R) protein Xa21 has been shown to interact with an E3 ubiquitin ligase XB3 [15]. Interaction between XB3 and Xa21 is required for the accumulation of the XA21 protein and is necessary for Xa21-mediated resistance to *Xanthomonas oryzae pv. oryza* in rice [15], [16]. A RING-finger type protein from pepper CaRFP1 was shown to physically interact with PR-1 (pathogenesis related-1) protein in leaves of plants after infection with both bacterial and fungal pathogens [17]. Over-expression of *CaRFP1* in transgenic Arabidopsis conferred disease susceptibility to *Pseudomonas syringae* pv. *tomato* and reduced *PR-2* and *PR-5* expression suggesting that CaRFP1 is an E3 ligase that targets PR proteins [17].

E3 ligases also appear to play a prominent role in elicitor-mediated defense responses. In particular, members of the *ATL* (*Arabidopsis tóxicos en levadura*) [18], [19] gene family have been shown to be activated by elicitors and to play important roles in defense pathways. The Arabidopsis ATL gene family contains 80 members and is a conserved group of RING zinc-finger proteins that encode putative E3 ubiquitin ligases [20]. *ATL2* and *ATL6* in Arabidopsis and *EL5* in rice, all encoding RING-finger type E3 ligases, have been shown to be rapidly induced in response to the elicitor chitin [18], [21], [22], [23]. Recent work by Hondo et al. [24] demonstrated that the tomato ortholog of Arabidopsis *ATL2*, *LeATL6*, responded to cell wall protein fraction elicitor from the biocontrol agent *Pythium oligandrum* and appeared to regulate the jasmonic acid-dependent defense gene expression. In a screen for chitin-responsive genes in Arabidopsis, we identified an *ATL* family member, *ATL9* (At2g35000; ATL2G), that responded strongly to chitin treatment [6]. Loss-of-function mutations in this gene resulted in increased susceptibility to the powdery mildew pathogen, *Golovinomyces cichoracearum* ( = *Erysiphe cichoracearum*) [6]. Our results here confirm that ATL9 is an E3 ubiquitin ligase and show that it is localized to the endoplasmic reticulum. *ATL9* expression is induced by infection with *G. cichoracearum* and ATL9 function is required for basal defense against this biotrophic pathogen. Interestingly, *ATL9* expression appears to be dependent on NADPH oxidases and mutations in *ATL9* lead to an impairment in the ability of plants to produce reactive oxygen species (ROS) after infection. Expression profiling of *atl9* revealed a complex interplay between chitin-mediated signaling and other defense pathways.

## Results

### *ATL9* (Arabidopsis tóxicos en levadura 9) encodes an E3 ubiquitin ligase with homology to a family of genes induced by wounding and abiotic stress

Previous studies by our group have shown that mutants in the gene At2g35000 were more susceptible to fungal infection than wild-type plants [6]. At2g35000 belongs to the *ATL* family [18], [19] of RING (really interesting new gene) zinc-finger proteins and was designated as *ATL9* in a previous review [12]. The ATL9 protein consists of 378 amino acids and contains an N-terminal signal peptide; two predicted transmembrane domains, a C3HC4 RING zinc-finger domain, a PEST domain and a C-terminal coiled coil region (Figure 1A). Three members of the Arabidopsis *ATL* gene family, *ATL2, ATL6* and *ATL17,* are presumed to play a role in defense although their precise functions are unknown at present [21], [25]. Using database searches we identified a total of eight proteins with a high percentage of homology to ATL9, including several ATLs in other plant species such as *Oryza sativa* (*EL5*) [26], *Nicotiana tabacum* (*Avr9*) [27] or Poplar (*PtaRHE1*) [28]. An alignment of the eight protein sequences along with their putative function in defense is shown in Figure 1B. Of the eight proteins, seven are known to be specifically induced by elicitors and four of the proteins (*ATL9, ATL2/ACRE132, ATL6 and ATL17*) are induced specifically by flagellin or chitin (Figure 1B). All eight proteins contain a RING zinc-finger motif with six highly conserved cysteine residues that match the consensus sequence for the C3HC4 type (RING zinc-finger) domain group (http://www.sanger.ac.uk/Software/Pfam/). Of the genes found only three, *ATL9* in Arabidopsis, *NtACRE132* in tobacco and *OsBIRF1* in rice have been tested for their putative role in response to pathogens (Figure 1B).

**Figure 1:**
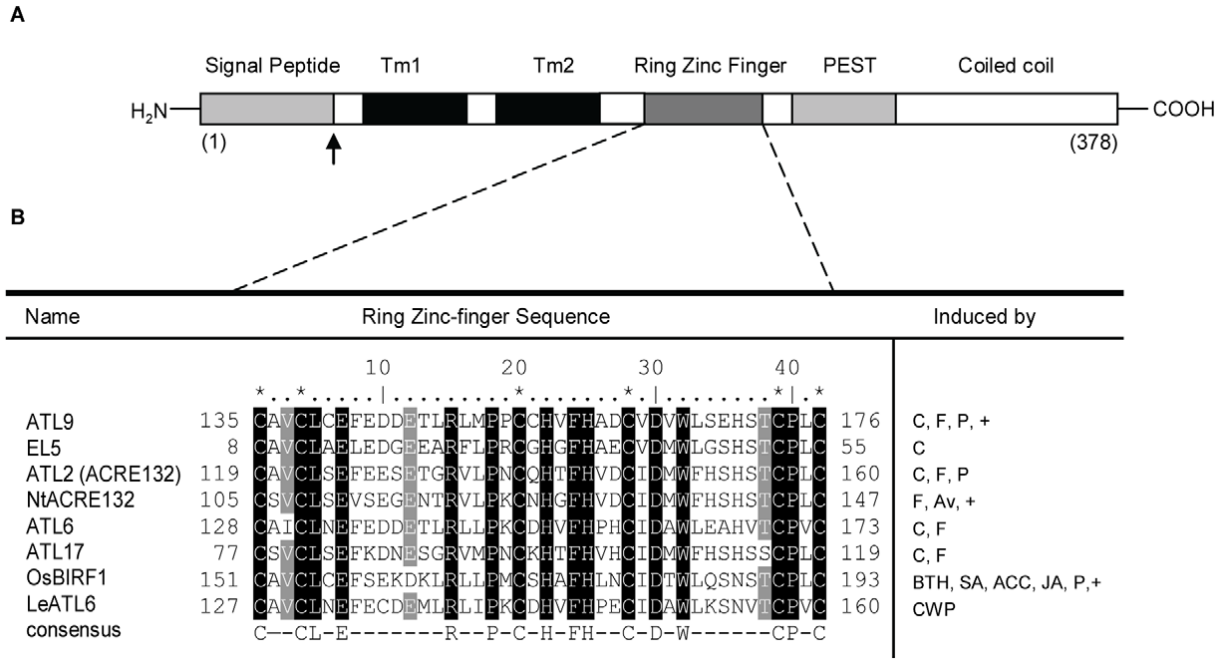
ATL9 structure and sequence alignment between ATL family members. **A**) Schematic diagram of ATL9 protein structure. The protein has an N terminal region (cytosolic), containing a signal peptide (gray); two transmembrane domains (Tm1 and Tm2, in black); and a C3HC3 RING Zinc-finger domain (dark gray), a PEST sequence and a coiled coil domain that extends into the ER lumen (white). **B**) Alignment of ATL9 RING Zinc-finger domain amino acid sequence with the other ATL family members implicated in defense responses in plants. Asterisks indicate conserved cysteines; conserved amino acids are indicated in black, residues conserved in more than an 87.5% are highlighted in gray. The consensus sequence for this group of RING zinc-fingers is: C-X2-CL-X-E-X7-R-X2-P-X-C-X-H-X-FH-X2-C-X-D-X-W-X6-CP-X-C, where X is any amino acid. Induction of the corresponding genes is indicated as: C (chitin), F (flagellin), P (pathogens), Av (Avr9), BTH (benzothaidiazole), ACC (1-aminocyclopropane-1-carboxylic acid), CWP (cell wall protein fraction elicitor), (+) indicates mutants in these genes have been tested for altered pathogen response.

### The induction of *ATL9* is independent of the classical defense pathways

Studies have shown that chitin-induced defense responses act through an independent signaling pathway and are not dependent on SA-, JA- or ET-mediated responses [29]. In some cases, however, expression levels of chitin-induced genes were found to be slightly compromised in mutants defective in the SA- and JA-dependent signaling pathways suggesting some level of cross-talk [29]. In order to determine whether the induction of *ATL9* was mediated solely by chitin or might also be regulated by the SA-, JA- or ET-dependent signaling pathways, Col-0 plants and mutants impaired in each signaling pathway (SA: *sid2-1*, *npr1-1*; JA: *jar1*; ET: *ein2-5*) were treated with chitin for 30 minutes and *ATL9* expression was monitored. All plants tested showed induction of *ATL9* when treated with chitin compared to untreated controls, although in all cases levels of induction in the mutant lines were lower than in wild type. Induction of *ATL9* by chitin treatment was higher in Col-0 plants than in any other line tested (Figure 2A). Among the mutants, the highest levels of *ATL9* induction were detected in the *ein2-5* and *npr1-1* mutants, while *ATL9* levels in *sid2-1* and *jar-1* were the lowest (Figure 2A). The basal levels of *ATL9* in each of the mutants are slightly lower or higher than in Col-0 (inset Figure 2A). From these data it appears that the induction of *ATL9* expression by chitin is not dependent on the SA and JA signaling pathways.

**Figure 2:**
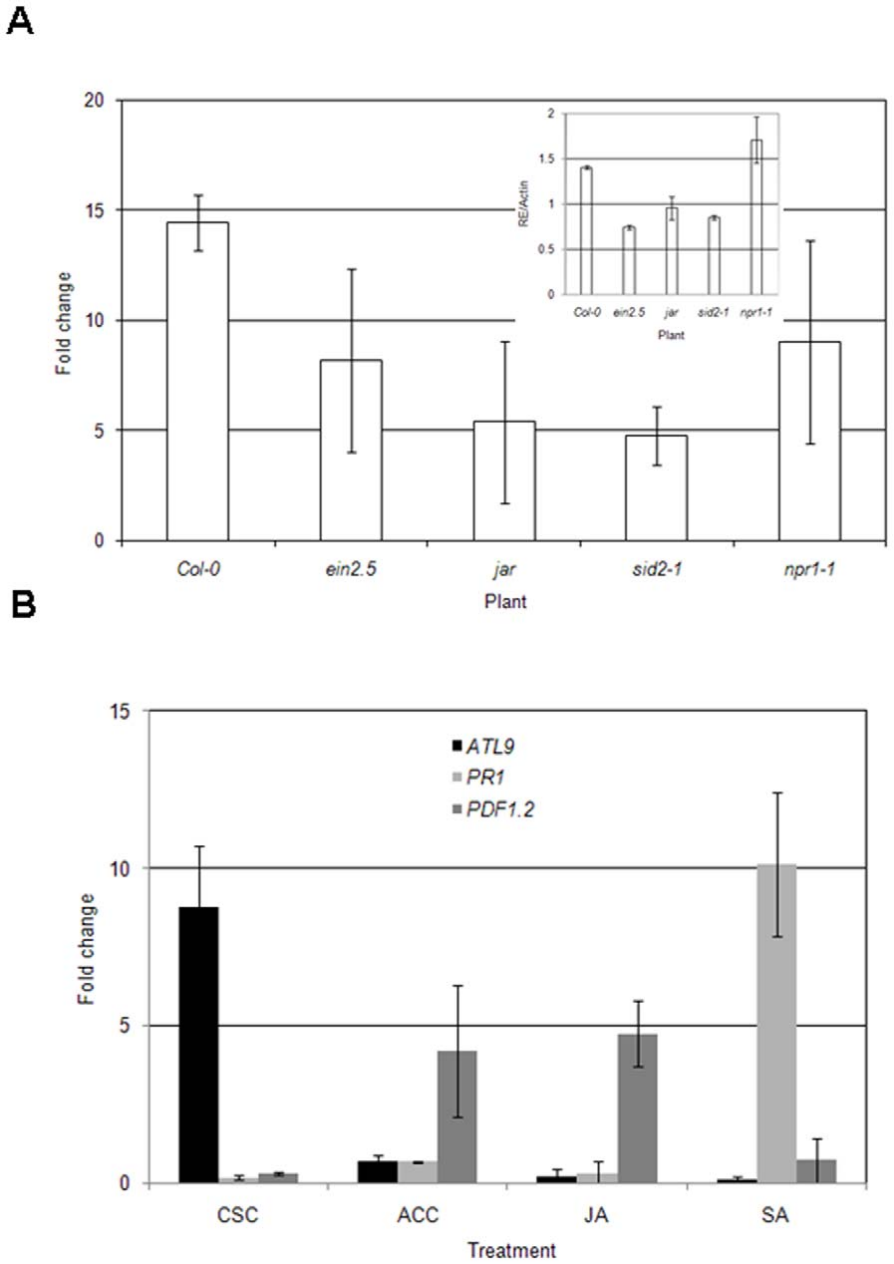
Influence of SA-, JA- and ET-mediated pathways on *ATL9* expression measured by qRT-PCR. **A**) Induction of *ATL9* 30 minutes after chitin treatment in Col-0 wild-type plants and in the *ein2-5*, *jar1 and sid2-1* mutants. **B**) Induction of *ATL9* (black), *PR1* (light gray) and *PDF1.2* (dark gray) in Col-0 plants after treatment with chitin (CSC), 50 µM ACC, 5 µM JA or 0.5 mM SA. Data represent the ratio between mock and treated plants of three independent biological samples. The inset shows relative expression of *ATL9* transcript compared to the actin control (RE/Actin).

To resolve the contributions of each signaling pathway to overall levels of *ATL9* expression, we treated wild type plants with chitin, SA, 1-aminocyclopropane-1-carboxylic acid (ACC) and JA [30], [31]. Expression of *ATL9* and marker genes associated with each pathway (SA: *PR1*; JA- and Ethylene: *PDF1.2*) were quantified 30 minutes after treatment. Only treatment with crab-shell chitin (CSC) induced expression of *ATL9* (Figure 2B). Exposure of plants to ACC, JA and SA resulted in no appreciable expression of the gene (Figure 2B) providing evidence that *ATL9* induction is uniquely associated with chitin-mediated defense responses. As expected, marker genes associated with each of the classical defense pathways were induced by their corresponding signaling molecule (Figure 2B). These results suggest that the SA-, ethylene- and JA-mediated defense pathways do not directly regulate *ATL9* expression but might feedback on the chitin-induced expression of *ATL9*.

### *ATL9* is involved in plant defense against *G. cichoracearum*

Mutations in *ATL9* rendered plants more susceptible to infection by the biotrophic fungus *G. cichoracearum* compared to the wild type plants. To more precisely quantify the susceptibility of *atl9* mutants to *G. cichoracearum*, inoculations were performed using three independent *atl9* T-DNA insertional lines, 35S*:ATL9* plants, Col-0, the Kas-1 Arabidopsis accession and *sid2-1* plants. Counts of mature conidiophores 6 dpi showed that all three *atl9* mutants (*atl9-*1, *atl9-2, atl9-3*) supported more than two times the number of mature conidiophores per fungal colony compared to wild type (Figure 3A). The *atl9-1, atl9-2* and *atl9-3* mutations all resulted in a more pronounced susceptibility phenotype than observed in wild type plants. All plants tested were more susceptible than the resistant Kas-1 ecotype and complementation of the *atl9* mutation restored the wild-type defense phenotype (data not shown). Transformed plants containing an over-expression construct of *ATL9* were significantly more resistant to *G. cichoracearum* and showed a 2-fold decrease in conidiophores per colony compared to wild-type plants (Figure 3A).

**Figure 3:**
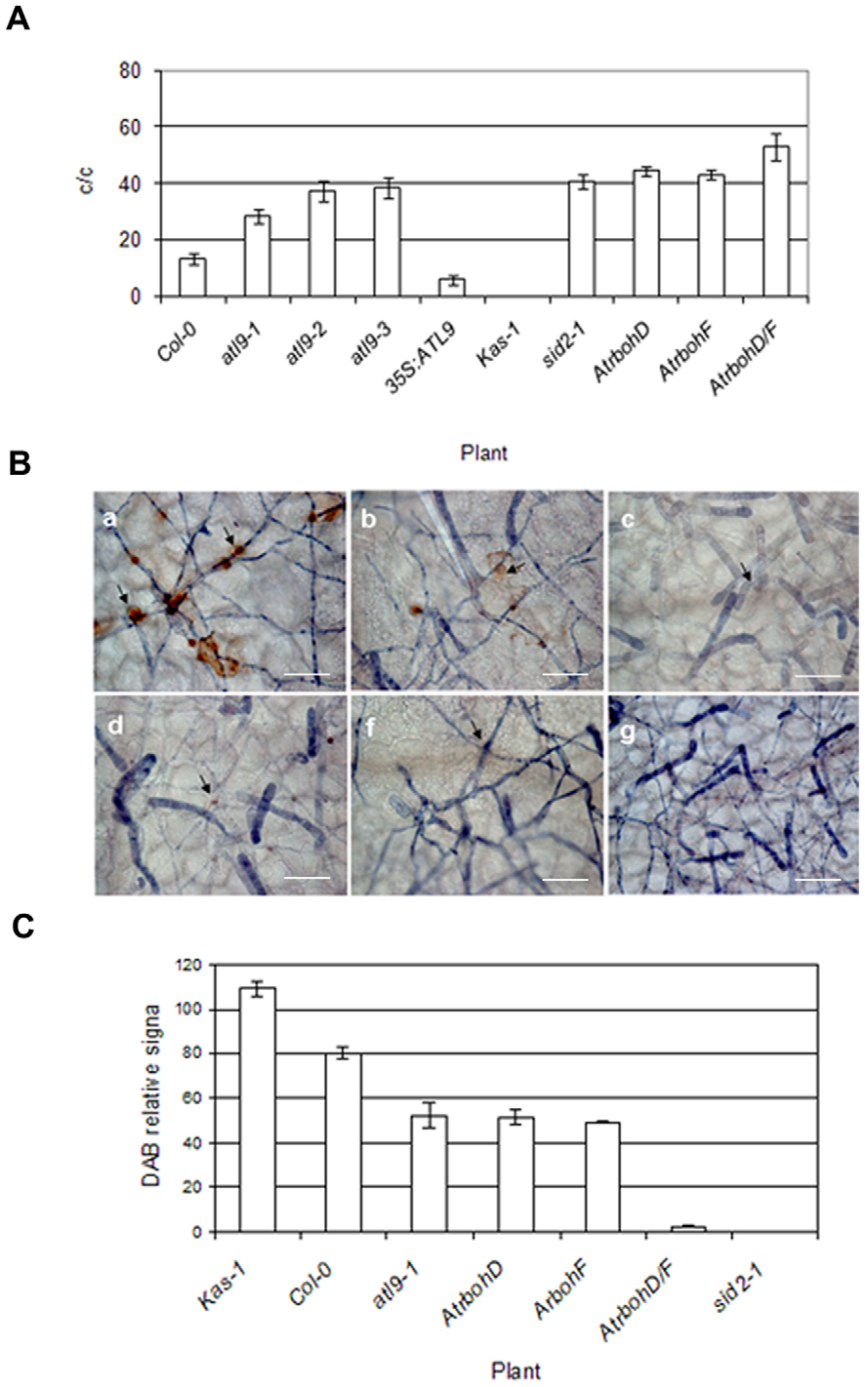
Susceptibility of *atl9* mutants to *Golovinomycetes cichoracearum* and hydrogen peroxide production. **A**) Quantification of *Golovinomyces cichoracearum* growth on Col-0 plants, three different *atl9* T-DNA insertional mutants (*atl9-1-3*), *35S:ATL9*, Kas-1, *AtrbohD*, *AtrbohF*, *AtrbohD/F* and the SA-compromised mutant *sid2-1*. The number of conidiophores per colony (c/c) were counted 6 dpi. Inoculations were performed at a low density (5–10 conidia/mm2; n = 36 plants). Data values represent one of at least three independent experiments with similar results. **B**) Production of hydrogen peroxide on plants infected with *G. cichoracearum*. Cleared leaves of infected plants were stained with trypan blue which stains the fungal hyphae and conidiophores on the leaf surface. Secondary staining with DAB was performed to indicate areas of hydrogen peroxide production (indicated by peroxidase activity). a, Kas-1, b, Col-0, c, *atl9-1, d, AtrbohD, f, AtrbohD/F, g, sid2-1.* Arrows indicate fungal penetration points in epidermal cells with detected hydrogen peroxide production. The images were taken at a final magnification of 40x. Bars.- 5 µm. **C**) Quantification of hydrogen peroxide production in mutants. The intensity of DAB staining was quantified at each inoculated plant and compared to the corresponding uninoculated control to obtain a relative DAB signal. The quantification was performed with the aid of the program Image J.

Since previously published microarray data (NASC array) indicated that expression of *ATL9* in roots was compromised in the NADPH oxidase *AtrbohC* mutant, we tested the defense phenotype of mutants in the NADPH oxidases *AtrbohD* and *AtrbohF* which are expressed in leaves and in the double mutant AtrbohD/F against *G. cichoracearum* (Figure 3A). *AtrbohD*, *AtrbohF* and the SA-compromised *sid2-1* mutant showed comparable numbers of conidiophores per colony and were significantly more susceptible than *atl9*, the *35S:ATL9* line, Col-0 or the resistant Kas-1 accession. The *AtrbohD/F* double mutant was the most susceptible to powdery mildew even surpassing that of *sid2-1* suggesting an additive effect of the individual mutations (Figure 3A).

Because the ROS response is essential for disease resistance we decided to determine if ROS production was compromised in *atl9* mutant and in the *Atrboh* mutants (Arabidopsis thaliana respiratory burst oxidase homolog). Infected leaves of each mutant were double stained with diaminobenzidine (DAB) to visualize H_2_O_2_ and with trypan blue to observe the spread of the fungus 7 dpi with powdery mildew (Figure 3B). Consistent with our hypothesis, H_2_O_2_ production was much lower in *atl9,* compared to that of Col-0 or Kas-1 plants (Figure 3B). H_2_O_2_ localization was focused at points where the fungus was attempting to penetrate the epidermal cells (Arrows, Figure 3B). DAB staining of H_2_O_2_ was not visible in *AtrbohD/F* or the *sid2-1* mutant (Figure 3B). Hydrogen peroxide was detected both at the point of fungal penetration as well as inside some epidermal cells in Col-0 plants (Figure 3B). The highest levels of hydrogen peroxide were detected in the resistant Kas-1 ecotype (Figure 3B) with the highest levels of H_2_O_2_ localizing to points of fungal penetration and in the epidermal cells directly adjacent to penetrated cells. High H_2_O_2_ levels in Kas-1 correlated with a strong inhibition of fungal growth and colony development (Figure 3B). In all cases there was good inverse correlation between the conidiophores per colony (Figure 3A) and the levels of H_2_O_2_ detected in leaves via DAB staining (Figure 3C). Taken together these data indicate that ROS production in epidermal cells is necessary for effective defense against *G. cichoracearum* and this ROS production is impaired in the atl9 mutant, *AtrbohD* and *AtrbohF*. This provides further evidence that functional *ATL9*, *AtrbohD and AtrbohF* expression are needed for effective defenses against powdery mildew.

### Basal expression of *ATL9* and induction by chitin depends on NADPH oxidase activity

The production of reactive oxygen species (ROS) is a key characteristic of the initial defense response of plants to pathogen attack and chitin treatment is known to elicit ROS production in roots although not in leaves [32]. Several NADPH oxidases in Arabidopsis have been identified and their roles in ROS generation and plant defense characterized [33], [34], [35]. A search of publically available microarray data (http://affymetrix.arabidopsis.info/narrays/geneswinger.pl) revealed that expression of *ATL9* in roots was repressed by 50% in the *AtrbohC* mutant [36] compared to wild-type plants. *AtrbohC* plants are also more susceptible to the powdery mildew pathogen *G. cichoracearum* (data not shown). These data raised the possibility that the induction of *ATL9* by chitin might be dependent on NADPH oxidase activity. To test this hypothesis we treated Col-0 plants and three mutants impaired in NADPH activity (*AtrbohD*, *AtrbohF*, *AtrbohD/F*) with chitin and analyzed the transcript levels of *ATL9* by qRT-PCR (Figure 4). The *MAPK3* gene was used as a control since it is known to be induced by chitin [29]. Though *ATL9* was induced by chitin in Col-0 plants, its induction was significantly reduced in the three *Atrboh* mutants (Figure 4). *ATL9* was still expressed in untreated *Atrboh* mutants but at half of that observed in untreated wild-type plants (inset Figure 4). These data indicate that basal expression levels of ATL9 are dependent on *AtrbohD and F*.. A similar pattern of reduced induction and reduced basal expression was observed for the *MAPK3* gene in all the lines tested (Figure 4 and inset). These results indicate that both basal transcription levels of *ATL9* as well as the induction of *ATL9* by chitin depend on NADPH oxidase activity. These results are in line with previous NASC array data showing that *ATL9* transcription levels are impaired in the *AtrbohC* mutant.

**Figure 4:**
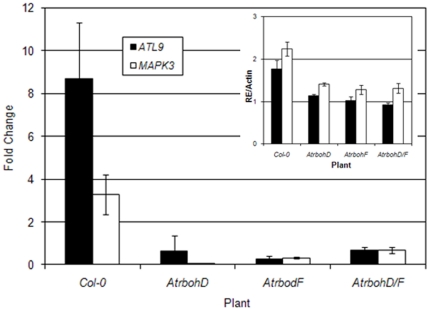
The basal expression of *ATL9* and its induction by chitin depends on NADPH oxidases. Plants were treated with chitin for 30 minutes and harvested for analysis. Expression levels of *ATL9* were measured by qRT-PCR. The inset shows the relative expression of *ATL9* transcript compared to actin (RE/Actin) in control plants. Data represent the ratio of expression between mock and treated plants of three independent biological samples.

### *ATL9* is induced by *G. cichoracearum* and has a complex pattern of expression post-inoculation

Since *atl9* mutants are more susceptible to *G. cichoracearum* (Figure 3A) than wild-type plants and *ATL9* basal expression and induction by chitin is dependent on NADPH oxidases (Figure 4 and inset), we were interested in determining the timing of *ATL9* expression after fungal infection. Expression levels of *ATL9*, *AtrbohD*, *AtrbohF*, and the defense marker genes *PR1* and *PDF1.2* were monitored using qRT-PCR at several time points after infection with powdery mildew [37], [38]. Wild-type plants were heavily inoculated with *G. cichoracearum* and tissue samples were taken at four early time points: 1 hr., 1.5 hr., 2 hr. and 4 hr. post-infection and at two late infection time points; 24 hr. and 48 hours post-infection (hpi). Quantitative analysis of the gene expression revealed that *ATL9* is induced very early in the infection process (1 hr.; Figure 5) and then expression quickly drops off to negligible levels at 4 hpi in a pattern similar to that of *PR1* expression (Figure 5). *ATL9* expression again rose in the later time points (24 and 48 hpi). By 24 hpi, ATL9 expression was again induced to levels similar to those observed in the 1 hour time point (Figure 5). *AtrbohD*, *AtrbohF*, and *PDF1.2* were not significantly induced early in the infection process but were present at higher levels in the later stages of the infection beginning at 24 hpi (Figure 5). These data may indicate that an early step in pathogen recognition or the infection process is critical for activation of *AtrbohD*, *AtrbohF*, and *PDF1.2*.

**Figure 5:**
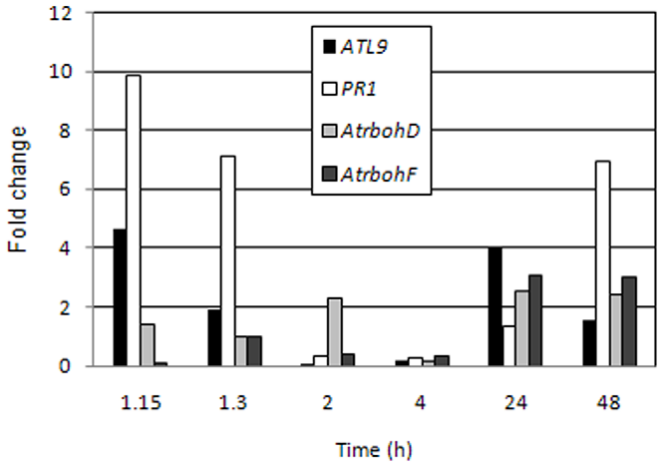
Relative expression levels of selected genes at various time points after inoculation with *Golovinomyces cichoracearum*. Col-0 plants were inoculated with *G. cichoracearum* at high concentration. qRT-PCR data represent the ratio between mock and treated plants of three independent biological samples.

### ATL9 has ubiquitin ligase activity

The RING zinc-finger domain is known to be essential for the function of ubiquitin E3 ligases [39] and two other members of the ATL family, ATL2 and ATL6, have been identified as E3 ligases in Arabidopsis [18], [21]. In order to determine whether ATL9 might function as an E3 ligase, we analyzed ATL9 activity using an *in vitro* ubiquitination assay (Figure 6). A GST:ATL9 fusion protein was affinity purified and its E3 ligase activity was assayed *in vitro*. Multiple forms of ubiquitinated proteins were detected in the complete assay by the anti-ubiquitin antibodies (Figure 6, lane 1). The omission of AtUBC8 (Figure 6, lane 2), GST-ATL9 (Figure 6, lane 3) or ubiquitin (Figure 6, lane 4) from the assay resulted in a loss of protein polyubiquitination (Figure 6, lane 1) confirming that ATL9 has ubiquitin ligase activity.

**Figure 6:**
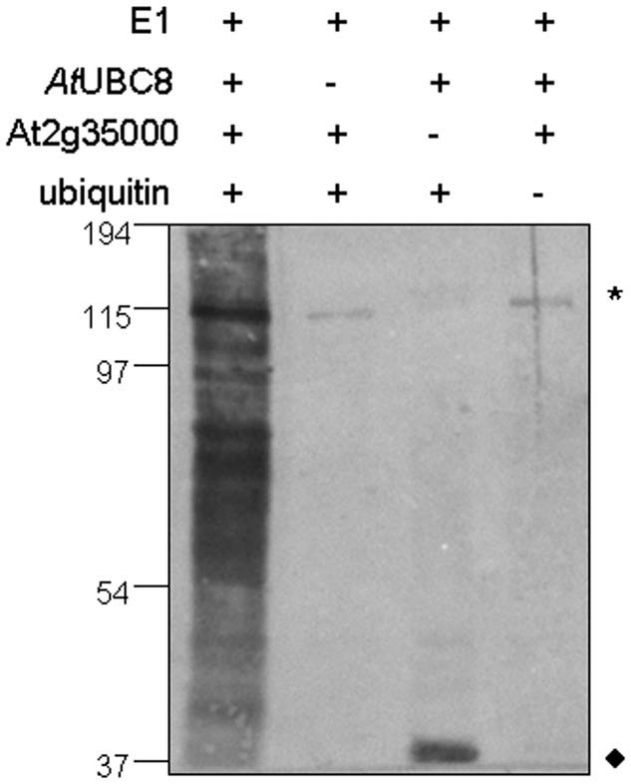
ATL9 is capable of mediating protein ubiquitination in a E2-dependent manner. The complete *in vitro* ubiquitination assay (lane 1) contained recombinant yeast E1 enzyme, recombinant 6x histidine-tagged Arabidopsis E2 enzyme UBC8, GST-tagged ATL9 and ubiquitin. Omission of *At*UBC8 (lane 2), GST-ATL9 (lane 3) or ubiquitin (lane 4) from the assay resulted in a loss of protein polyubiquitination as indicated by a lack of the ubiquitinated proteins compared to the complete assay (lane 1). Ubiquitinated proteins were visualized by western blot analysis using anti-ubiquitin antibodies. * Indicate non-specific cross-reactive proteins. ♦ Represent *At*UBC8-Ub(n). Molecular weight markers (kDa) are shown to the left of the blot.

### The ATL9 protein is localized to the Endoplasmic Reticulum (ER)

Defense-related proteins can be found in a diverse array of cellular compartments. To determine the localization of ATL9, a construct was made containing a C-terminal fusion of the green fluorescent protein (GFP) to the *ATL9* gene under the control of its native promoter (*ATL9p*:*ATL9*:GFP). Stable transgenic lines were created by transforming Col-0 plants with *Agrobacterium tumefaciens* containing the *ATL9p*:*ATL9*:GFP construct. Upon visualization, fluorescent signal was detected in the endoplasmic reticulum (ER) of leaf epidermal cells (Figure 7A–C). Localization of ATL9 was observed in the ER of all tissues tested and was particularly high in roots (Figure 7A–C; data not shown). For more precise localization a second construct containing a fusion of GFP to the C-terminus of *ATL9* driven by the CaMV 35S promoter (35S:*ATL9*:GFP) was co-bombarded into onion epidermal cells with a known ER luminal marker ER-rk (signal peptide of *AtWAK2*:mCherry:HDEL) [40]. When visualized with fluorescent microscopy, 35S:*ATL9*:GFP co-localized with the ER-rk marker in the onion epidermal cells confirming its localization to the ER (Figure 7D–F). In parallel we also transiently expressed an N-terminal construct of ATL9, 35S:GFP:*ATL9,* in tobacco with a 35S:GFP construct as an internal negative control for GFP localization to the nucleus. Again, *ATL9* was expressed transiently in the ER of tobacco epidermal cells confirming our results in Arabidopsis and onion (Figure S1A). Fluorescence was detectable within the nucleus in the tobacco cells expressing the 35S:GFP construct and the GFP signal could be seen in the ER surrounding the nuclear membrane (Figure S1B). A western blot with the protein extract from the transiently transformed tobacco tissue was performed and hybridized with anti-GFP antibody to confirm the size of the ATL9 and GFP fusion proteins (Figure S1C).

**Figure 7:**
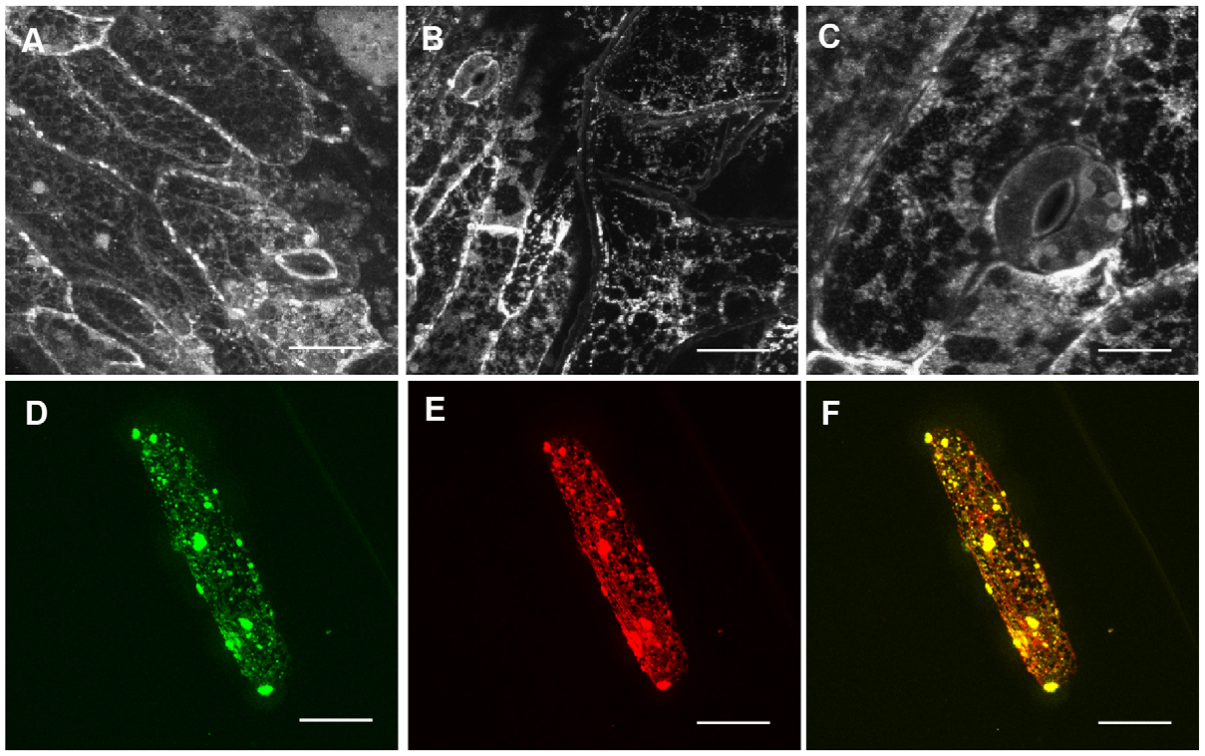
The ATL9 protein localizes to the ER. **A–C**) Confocal images of leaf epidermal cells in transgenic Arabidopsis plants expressing *ATL9p*:*ATL9*:GFP showing protein localization to the endoplasmic reticulum. **B**) Confocal image of a leaf trichome showing *ATL9p*:*ATL9*:GFP localizing to the ER. **D–F**) Co-localization of the 35S:*ATL9*:GFP fusion and ER-rk marker. Onion epidermal cells were co-bombarded with 35S:*ATL9*:GFP and ER-rk and visualized using fluorescence microscopy. D) 35S:ATL9:GFP. E) ER-rk (mCherry). F) GFP/mCherry overlay. Bars: 3 µm (A,B), 1 µm (C), 10 µm (D-F).

Since some PAMP response related proteins are transported to the vesicle after stress responses [41], we wanted to determine if ATL9 responded in a similar manner. To determine if ATL9 localization changed after elicitor treatment, transgenic plants expressing *ATL9p*:*ATL9*:GFP were treated with chitin (100 mg/L) by direct infiltration of the leaves and observed at five minute intervals for one hour. No change in ATL9 localization was detected regardless of the time after treatment with chitin (data not shown).

### Microarray expression analysis of *atl9*

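Whole *Arabidopsis thaliana* seedlings were grown for 14 days in liquid culture and then received hydrolysed crab shell chitin at 100 µg/ml or water (mock treatment) for 30 min. The lines were wild-type Col-0, the insertion mutant *atl9* and *rre2*, an insertion mutant in *ATL2*, a relative of *ATL9*. Each of the 6 combinations of line and treatment had 4 biological replicates, and each replicate was hybridized to 1 ATH1 array with 15 µg of biotinylated cRNA, giving 24 arrays. The deposited values are signal intensities on a linear scale, made by the authors with Affymetrix software and scaled to a trimmed mean of 500 on every array. After this scaling the median signal of Col-0 was 176 ± 5.92 (SD, n = 4) in mock and 153 ± 10.5 (SD, n = 4) after chitin, and the medians of *atl9* were 179 ± 5.04 and 159 ± 7.50 (SD, n = 4 each). The fall after chitin had p = 0.0286 in each line (two-sided exact permutation test, the smallest p that 4 arrays against 4 allow). Each array was divided by its own median before log2 was taken, a step set before the data were examined and named by the labels. This takes the fall of the medians out of the values, and the balance of rises and falls after chitin depends on it. The 64 control probe sets were left out, and the 16530 probe sets with the highest mean were tested, a number taken from the paper's count of genes present. Groups were compared with limma over the 16 arrays of Col-0 and 1 mutant, and a probe set is said to have risen or fallen at a Benjamini-Hochberg adjusted p under 0.05. Of the probe sets tested, 9006 matched 1 gene of the annotation and can be named, 341 matched several genes and 7183 are unnamed here. The arrays were scanned on 4 days, each group with 2 arrays on scan day 4 and 2 on earlier days. The earlier days were not balanced between the lines. Scan day 1 held arrays of Col-0 and *rre2* and none of *atl9*, and scan day 2 held only *atl9* and mock-treated Col-0. Line and scan day are thus partly mixed in comparisons without the scan day as a block. Mock arrays were washed on fluidics modules 1 and 3 and chitin arrays on modules 2 and 4, so that module and treatment cannot be told apart. The files used here hold no detection calls, so that signals far below the array median may be background, and the size of a change measured against them is uncertain. The number of arrays limits the precision of every value.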

To identify genes whose expression is dependent on *ATL9* function, Col-0 plants and *atl9* mutants were treated with chitin for 30 minutes and their expression profiles were examined using Affymetrix ATH1 arrays. 

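In Col-0 seedlings, 1887 probe sets rose and 921 fell within 30 min of chitin. *CML37*, a calmodulin-like gene of calcium signalling, had a log2 change of 4.21 (adjusted p = 2.26e-09) in Col-0, with n = 4 arrays per group. *AT1G07160*, a protein phosphatase 2C, rose by 4.98 in Col-0 and by 6.75 in *atl9* on the log2 scale, with standard errors of 0.43 for both. In mock its signal was 0.394 ± 0.0333 and 0.177 ± 0.11 of the array median (SD, n = 4 each), too low to fix the size of these rises, and with an offset of 32 they were 4.42 and 5.44. *UGT76E12*, a glycosyltransferase, fell in Col-0, with a log2 change of -2.80 (standard error 0.42, adjusted p = 2.24e-04 from limma), or -2.12 with an offset of 32; its signal after chitin, 0.398 ± 0.373 of the array median (SD, n = 4), was likewise too low to fix the size. In *atl9*, 1251 probe sets rose and 494 fell after chitin. Of the rises, 910 were shared by both lines, where 143 would be shared if the lists were independent, and of the falls 248 were shared, where 27.5 would be. In mock-treated seedlings limma called a single probe set between the lines, 267084_at, which is unnamed here and was chosen after its values were seen. Its log2 difference of *atl9* from Col-0 was -3.41, with an adjusted p of 0.000174. At an unadjusted p under 0.05 this mock comparison gave 1127 probe sets, and the same linear model without moderation gave 1 at the adjusted threshold. The count was 3 without *atl9* mock replicate 1 or replicate 4, and 2 without *atl9* mock replicate 2, Col-0 mock replicate 3 or Col-0 chitin replicate 4. In the two-way design over Col-0 and *atl9*, 3961 probe sets passed the threshold for genotype, treatment or both.

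The balance of rises and falls after chitin depended on the scaling between arrays. Rises made up 67.2% of the calls in Col-0 and 71.7% in *atl9* with each array divided by its median, but 31.4% and 37.6% with the values as deposited, where the median log2 change of all probe sets was -0.156 and -0.165. Quantile normalization gave 46.8% and 50.0%.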

Of the 22,677 genes represented, 16,530 were defined as present and of these 4,375 genes showed altered expression in the *atl9* mutant compared to wild-type plants (Figure 8A and 8B). Genes were divided into (1) those that exhibited genotype-specific differences in expression between wild type and *atl9* and (2) those that responded to treatment with chitin. 

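Genes that responded to chitin in both lines included transcription factors and ubiquitin ligases of the early elicitor response. *WRKY53* rose by 3.37 in Col-0 and 3.47 in *atl9* on the log2 scale (standard error 0.19 for each, n = 4 arrays per group), *WRKY22* by 2.95 and 2.98, and *WRKY6* by 1.27 and 1.37. Of a list of 30 WRKY transcription factors, only these 3 could be named with the annotation and were tested. Genes of a list are called measured in this sense. All 3 rose in both lines, also when adjusted over the list alone (camera, adjusted p = 1.56e-06 in Col-0 and 2.86e-08 in *atl9*, and adjusted p = 0.00755 and 0.00279 with an estimated correlation). Of 6 measured genes of elicitor perception and early signalling, 5 rose in each line, and 6 did when adjusted over the list alone (camera, adjusted p = 8.86e-08 and 8.99e-11; with an estimated correlation, adjusted p = 0.00755 and 0.00279). Among them *PUB22*, a U-box ubiquitin ligase, rose by 1.85 in Col-0 and 2.50 in *atl9*, *PUB23* by 2.49 and 3.11, and *BIK1*, a kinase of receptor complexes, by 0.93 and 0.84. None of these 6 named genes passed the test for a genotype effect or for the interaction of genotype and treatment. In all, 2846 probe sets passed for treatment and not for genotype.

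Fewer probe sets, 789, passed for genotype and not for treatment. They included genes of protein folding and degradation in the ER, where the log2 difference of *atl9* from Col-0 over both treatments was -0.51 for the calreticulin gene *CRT1b* (standard error 0.09, adjusted p = 0.00563 from limma, n = 8 arrays per line), -0.43 for the chaperone gene *ATERDJ3B* (adjusted p = 0.0175) and -0.30 for *DER1* (adjusted p = 0.0306), a gene of ER-associated degradation. Of the 5 measured genes of this list, these 3 were lower over both treatments and none was higher, with the same numbers when adjusted over the list alone (camera, adjusted p = 0.0292, and adjusted p = 0.384 with an estimated correlation). After chitin alone the same 3 genes were lower in *atl9* than in Col-0 (-0.87, -0.64 and -0.45), and in mock none of the 3 passed. For the interaction none of the 5 passed by limma and 1 was lower when adjusted over the list alone (camera, adjusted p = 0.0334, and adjusted p = 0.268 with an estimated correlation). The list was not without a chitin response. In Col-0 3 of the 5 rose after chitin and none fell (camera, adjusted p = 0.0183, and adjusted p = 0.209 with an estimated correlation). In *atl9* 1 rose, and 2 when adjusted over the list alone (camera, adjusted p = 0.910). The mean signal of *CRT1b* went from 19.2 to 25.5 of the array median in Col-0 and from 17.2 to 14.1 in *atl9*. The list did not behave as a whole. *BZIP60* of the same list went from 22.7 to 65.6 in Col-0 and from 22.8 to 62.3 in *atl9*. *BZIP28* went from 8.63 to 12.7 in Col-0 and from 9.41 to 12.6 in *atl9*. Neither was among the genes lower in *atl9*. Over both treatments *ATERDJ3B* and *DER1* fell short of the threshold with the scan day as a block, with -0.34 (standard error 0.09, adjusted p = 0.0535) and -0.30 (standard error 0.08, adjusted p = 0.0578), and *DER1* also without a filter, with the replicate block and without any 1 of *atl9* mock replicates 3 and 4, *atl9* chitin replicates 1 and 4, Col-0 mock replicate 1 and Col-0 chitin replicate 4. The count of 789 was 306 with the scan day as a block, 1288 without *atl9* chitin replicate 2, 416 without Col-0 mock replicate 1, 424 without Col-0 chitin replicate 4 and 440 without *atl9* chitin replicate 3. It was 499, 488, 476 and 512 without *atl9* mock replicate 4, *atl9* chitin replicate 1, *atl9* chitin replicate 4 and Col-0 mock replicate 4.

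**Figure D1:**
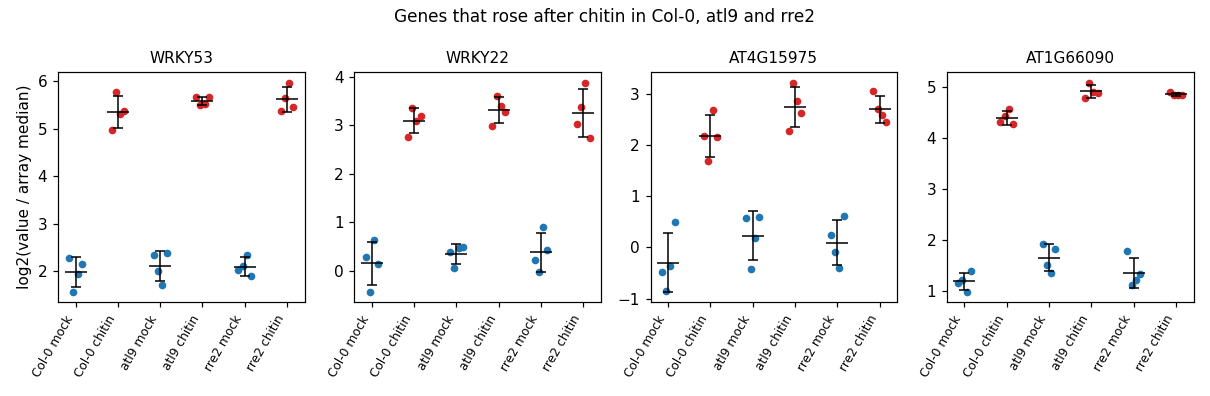
Signal divided by the array median (log2 axis) of *WRKY53*, *WRKY22*, AT4G15975 (*ATL17*) and AT1G66090 in mock and chitin for Col-0, *atl9* and *rre2*; each point is 1 of the 4 arrays of a group and the bar is the mean. All 4 genes are higher after chitin in every line.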

Figure 8B shows that the majority of genes that exhibited altered expression responded to chitin treatment regardless of plant genotype (3510), while a smaller number (525) fluctuated between wild-type plants and the *atl9* mutant irrespective of treatment. 

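The pectate lyase gene *AT5G48900* rose by 1.12 after chitin in Col-0 on the log2 scale (standard error 0.19, n = 4 arrays per group) and had a change of -0.10 in *atl9*, so that it was lower in chitin-treated *atl9* than in chitin-treated Col-0, by a log2 difference of -1.53 (adjusted p = 4.34e-04). A further pectate lyase gene, *AT1G04680*, had 1.15 in Col-0, -0.05 in *atl9* and a difference of -1.05 (adjusted p = 0.00108) between the lines after chitin. *TUB1*, a tubulin gene, and *GH9B13*, a glycosyl hydrolase gene, were also lower in *atl9* after chitin, by -1.38 (adjusted p = 8.63e-05) and -1.90 (adjusted p = 0.00105). Of 6 measured genes of cell wall loosening and growth, 3 rose in Col-0 and 6 did when adjusted over the list alone (camera, adjusted p = 0.00287, and adjusted p = 0.0981 with an estimated correlation), while in *atl9* 1 rose. Between the lines after chitin, 2 of the 6 were lower in *atl9* and 3 when adjusted over the list alone, while the list as a whole did not pass (camera, adjusted p = 0.0592, and adjusted p = 0.298 with an estimated correlation): the log2 difference was -1.63 (adjusted p = 0.00462) for the expansin gene *EXPA8* and -1.10 (adjusted p = 0.009) for *XTH16*, a xyloglucan endotransglucosylase. For the interaction the list passed (camera, adjusted p = 0.0334, but adjusted p = 0.268 with an estimated correlation), and none of the 6 genes did by limma, also not when adjusted over the list alone. This list was written after Table S1 had been read and is not independent of it.

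*UF3GT*, *AT5MAT* and *DFR* encode enzymes of anthocyanin synthesis, for which no gene list was set, so that they were not tested as a group. Their log2 changes after chitin in Col-0 were -3.04, -2.80 and -2.64, each of them past the threshold, against -0.52, -0.10 and -0.16 in *atl9*. After chitin the 3 genes were higher in *atl9* than in Col-0 by 2.77 (adjusted p = 0.00601), 2.98 (adjusted p = 0.00362) and 2.49 (adjusted p = 0.00639). With an offset of 32 the values of *AT5MAT* were -1.52 in Col-0 and 1.65 between the lines, since its signal in chitin-treated Col-0 was 0.168 ± 0.182 of the array median (SD, n = 4). *UF3GT* and *DFR* had 1.07 ± 1.19 and 2.03 ± 1.92 there (SD, n = 4), with an SD near the mean, so that these sizes are also uncertain. With this offset they had -2.69 and -2.49 in Col-0, and 2.41 and 2.32 between the lines. For none of the 3 did the difference between the responses of the lines pass (adjusted p = 0.154, 0.126 and 0.127 for the interaction). In all, 326 probe sets passed for genotype and for treatment. After chitin 852 probe sets were higher and 1165 lower in *atl9* than in Col-0, with a median absolute log2 difference of 0.730. The balance turned to 1093 higher and 1042 lower with the values as deposited, to 283 and 245 with at least 2-fold as well, and to 903 and 808 without Col-0 chitin replicate 1. Of the 2017 probe sets called, 98.2% had the same sign in *rre2* against Col-0 after chitin, a comparison that shares the Col-0 arrays. The shared arrays by themselves raise this agreement in sign. Between *atl9* and *rre2* after chitin limma called 1 probe set, and 1996 had an unadjusted p under 0.05, a comparison chosen after the result was seen. So few calls do not show that the mutants are alike. These comparisons do not settle which of the differences, if any, can be ascribed to the loss of *ATL9* in particular.

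With the arrays of scan day 4 alone (2 per group) limma called no probe set between the lines after chitin, where 3127 had an unadjusted p under 0.05 and the linear model without moderation gave 0 at the adjusted threshold. The 2017 became 983 without Col-0 chitin replicate 4, 1342 without Col-0 chitin replicate 3, and 1316, 1265 and 1299 without *atl9* chitin replicates 1, 3 and 4. The 326 became 169 with the scan day as a block, 181 without Col-0 chitin replicate 4 and 194 without *atl9* chitin replicate 3.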

An intermediate number of genes (340) were changed both by the loss of *ATL9* expression and by chitin treatment (Figure 8B). Data on selected genes within each category are given in Table S1.

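Of the 101 locus codes in Table S1, 30 could be followed on the arrays with the annotation used here. Among the 22 outside the section on defense genes, 12 rose and 6 fell after chitin in Col-0, and 5 rose and none fell in *atl9*. For the interaction of genotype and treatment 2 of the 22 were higher, 4 lower and 16 did not pass. After chitin 9 were higher and 10 lower in *atl9* than in Col-0, and in mock none of the 22 differed between the lines by limma (8 at an unadjusted p under 0.05, and 0 at the adjusted threshold by the linear model without moderation). *AT3G05950* had a log2 change after chitin of -2.51 (standard error 0.40, adjusted p = 3.63e-04 from limma) in Col-0 and of -0.51 in *atl9* (n = 4 arrays per group), or -1.86 and -0.48 with an offset of 32. *AT1G44830* rose in both lines, by 1.92 (adjusted p = 1.75e-07) in Col-0 and 0.92 (adjusted p = 3.72e-04) in *atl9*, or by 1.53 and 0.68 with an offset of 32. *AT1G54020* was higher in chitin-treated *atl9* than in chitin-treated Col-0, by 3.11 (adjusted p = 0.00137), or by 2.45 with an offset of 32. The lowest Col-0 signals relative to the array median were 0.264 ± 0.0755 for *AT3G05950* and 0.369 ± 0.275 for *AT1G54020* in chitin-treated Col-0, and 0.393 ± 0.0357 for *AT1G44830* in mock-treated Col-0 (SD, n = 4 each), too low to fix the size of the changes. The study chose these genes on the same samples, so that their direction is not independent evidence.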

**Figure 8:**
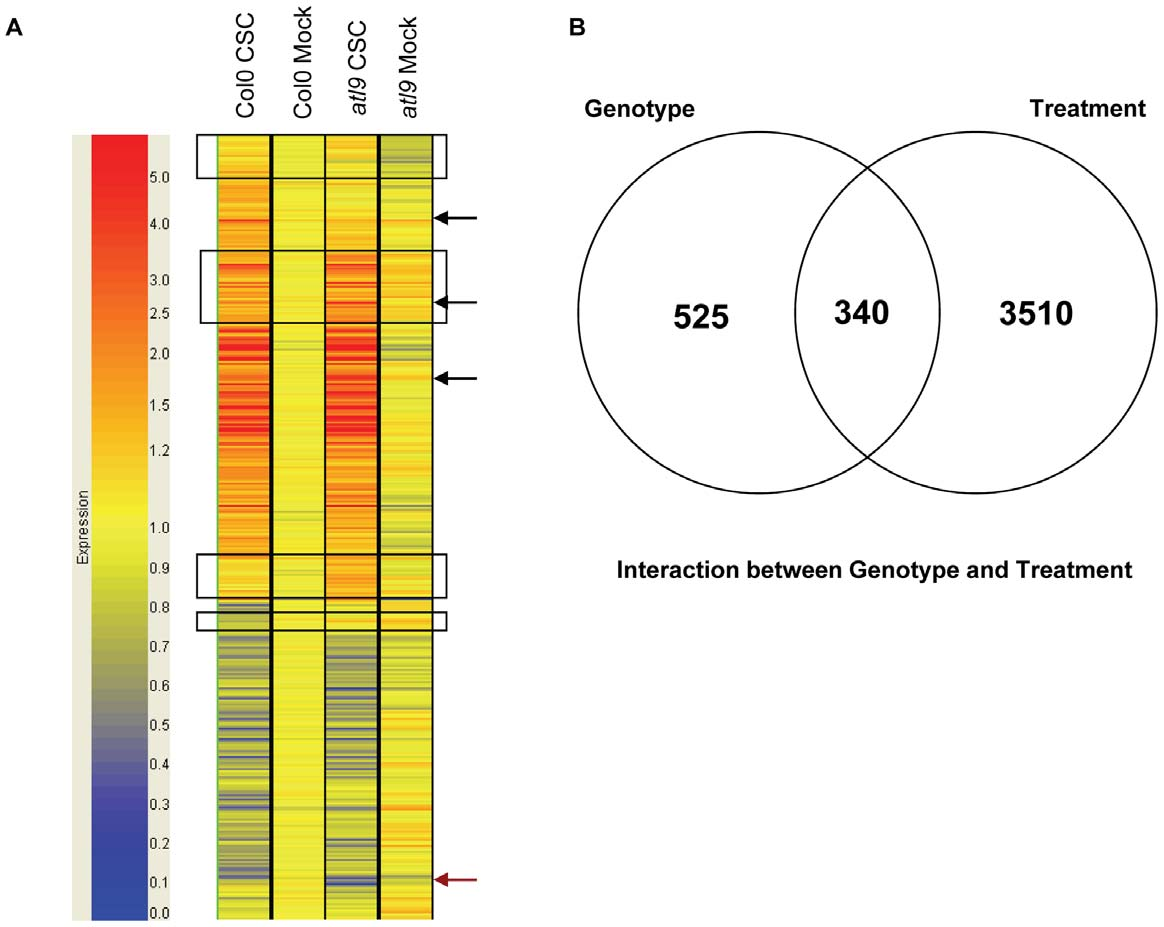
Microarray analysis of *atl9* mutant after chitin treatment. **A**) Hierarchical cluster of ratio values (relative to the water control treatment) of 16,530 genes analyzed in Col-0 wild-type and *atl9* plants treated with crab shell chitin (CSC) for 30 minutes. Each gene is represented by a single row and each column represents an individual treatment. Red represents up-regulated genes; blue, down-regulated genes; and yellow, genes with no change in expression. Groups of genes expressed differentially are delineated with rectangles. Three genes (black arrows) were changing due to interactions between treatment and genotype and one gene (red arrow) was genotype interaction specific. **B**) Venn diagram representation of results from hierarchical clustering. A total of 4,375 genes were differentially expressed between genotypes and treatments. The statistic used for clustering was two-way ANOVA. Genotype and treatment groups were analyzed using a p-value of 0.5 with p-value >0.5 =  not significant; p-value <0.5 =  significant.

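A gene whose response to chitin differs between Col-0 and *atl9* shows an interaction of genotype and treatment. In limma's test of this interaction, the log2 change after chitin in *atl9* minus that in Col-0 was positive for 28 probe sets and negative for 47. With the values as deposited these were 48 and 46. A positive difference can be a stronger rise in *atl9* or a weaker fall, so that its sign does not give the strength of the response. The aspartyl protease gene *AT3G54400* rose by 1.22 after chitin in Col-0 on the log2 scale and had a change of -0.29 in *atl9*, which did not pass but did with the values as deposited (-0.46, adjusted p = 0.0319), with quantile normalization (-0.48, adjusted p = 0.0352) and without *atl9* chitin replicate 4. The difference of these responses was -1.51 (standard error 0.18, adjusted p = 0.00849 from limma), with n = 4 arrays per group. *AT1G32970* had changes of -0.39 in Col-0 and 2.03 in *atl9*, with a difference of 2.42 (adjusted p = 0.0209), or 1.96 with an offset of 32. For *TUB1* the difference of the responses was -1.25 (adjusted p = 0.0194). Of the 75 probe sets, 50 also passed for genotype and 48 for treatment.

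The number of interaction calls rested on single arrays. It was 6, 9, 28 and 179 without Col-0 chitin replicates 4, 3, 2 and 1, 12 without Col-0 mock replicate 3, and 141, 13 and 43 without *atl9* chitin replicates 2, 3 and 4. Without *atl9* mock replicates 1, 2 and 4 it was 21, 29 and 22, and with the scan day as a block it was 37. Positive differences were the majority without Col-0 chitin replicate 1 (111 positive and 68 negative) and without Col-0 chitin replicate 3 (5 and 4). The call of *TUB1* was lost without Col-0 chitin replicate 3 or 4, and that of *AT1G32970* without a filter (adjusted p = 0.0665) and without *atl9* chitin replicate 3, Col-0 mock replicate 3 or Col-0 chitin replicate 4.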

Several genes with known roles in plant defense were identified that were specifically altered between wild-type plants and *atl9* mutants (Table S1). 

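*PDF1.2* and *THI2.1*, defense genes of the jasmonate pathway, were higher in *atl9* than in Col-0 after chitin. *PDF1.2*, a plant defensin induced by jasmonate and ethylene, fell after chitin in Col-0, with a log2 change of -1.30 (standard error 0.28, adjusted p = 0.00493 from limma), and had a change of 0.19 (adjusted p = 0.802) in *atl9*. Its signal divided by the array median was 49.1 ± 28.4 (SD, n = 4) in chitin-treated Col-0 and 142 ± 23.5 (SD, n = 4) in chitin-treated *atl9*, a log2 difference of 1.67 (adjusted p = 0.00245). *THI2.1*, a thionin, was higher in *atl9* after chitin by 3.90 (standard error 0.58, adjusted p = 0.00108 from limma), or by 3.09 with an offset of 32, since its signal in chitin-treated Col-0 was 0.24 ± 0.0528 of the array median (SD, n = 4), too low to fix the size. Of the 3 measured genes of jasmonate synthesis and response, 2 were higher in *atl9* after chitin and 3 were when adjusted over the list alone (camera, adjusted p = 0.00129, and adjusted p = 0.128 with an estimated correlation). The third, *JMT*, had a difference of 1.70 (adjusted p = 0.0601), or 0.72 with an offset of 32 (adjusted p = 0.0617), and passed with the values as deposited (1.76, adjusted p = 0.0488) and without *atl9* chitin replicate 1 or Col-0 chitin replicate 1. In Col-0, 2 of the 3 fell after chitin, with the same number when adjusted over the list alone (camera, adjusted p = 0.017, and adjusted p = 0.17 with an estimated correlation). The difference between the responses of the lines did not pass for *PDF1.2*, at 1.48 (adjusted p = 0.112), except without Col-0 chitin replicate 1 (1.83, adjusted p = 0.0103). Of the jasmonate list none passed for this interaction and 2 were higher when adjusted over the list alone (camera, adjusted p = 0.007, and adjusted p = 0.239 with an estimated correlation).

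The peroxidase gene *AT5G64120* went the other way. It rose by 1.55 after chitin in Col-0 and had a change of 0.46 (adjusted p = 0.0567) in *atl9*, where it passed with the stricter filter and without Col-0 mock replicate 2. It was lower in chitin-treated *atl9* by -1.03 (adjusted p = 8.00e-04). Among 5 measured genes of NADPH oxidases and peroxidases, 3 were lower in *atl9* after chitin, with the same number when adjusted over the list alone (camera, adjusted p = 0.0208, and adjusted p = 0.232 with an estimated correlation), a list written after Table S1 had been read and not independent of it. *scpl30*, a serine carboxypeptidase-like gene, was higher in *atl9* than in Col-0 after chitin, by 5.33 (standard error 0.66, adjusted p = 3.99e-04 from limma), with a change after chitin of -4.44 in Col-0 and 0.29 in *atl9*. Its signal in chitin-treated Col-0 was 0.323 ± 0.36 of the array median (SD, n = 4), too low to fix the size of this difference or of the Col-0 change. With an offset of 32 the difference was 4.30 and the Col-0 change -3.47.

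**Figure D2:**
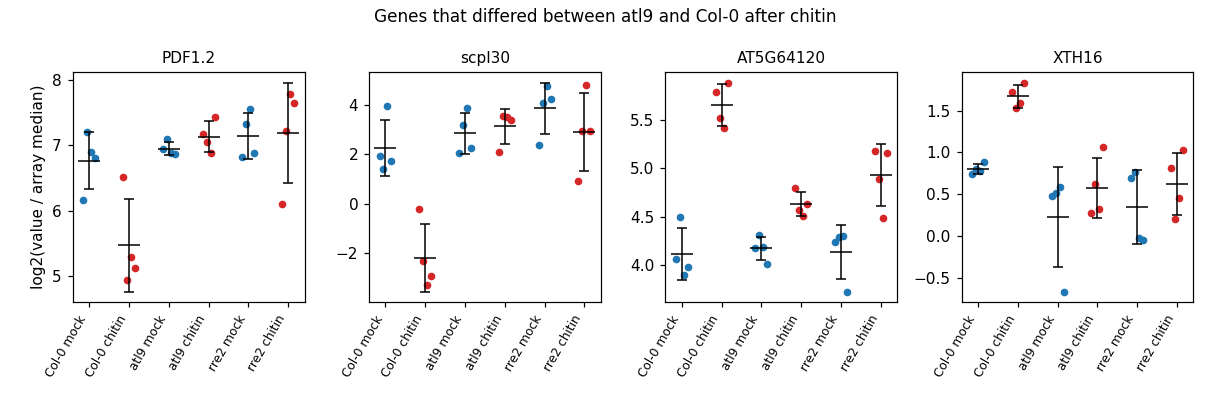
Signal divided by the array median (log2 axis) of *PDF1.2*, *scpl30*, AT5G64120 and *XTH16* in mock and chitin for Col-0, *atl9* and *rre2*; each point is 1 of the 4 arrays of a group and the bar is the mean. After chitin Col-0 lies below *atl9* for *PDF1.2* and *scpl30* and above it for AT5G64120 and *XTH16*.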

Two genes associated with SA-mediated defense responses, *PR-1* and *SID2/ICS1* were repressed in plants lacking *ATL9* (Table S1). *PR-1* levels (At2g14580) were decreased 3-fold in the *atl9* mutant compared with Col-0 plants. This finding is surprising since we have shown that *PR-1* gene expression is induced by infection with *G. cichoracearum* but not by chitin-treatment alone (Figure 5, Table S1). Expression of *SID2/ICS1* (isochorismate synthase; At1g74710) was slightly down-regulated in the *atl9* mutant (0.77-fold) compared to Col-0 though in both cases the gene was induced by chitin. *PEN3* expression was reduced by 50% in the *atl9* mutants in contrast to *PEN1* and *PEN2* whose expression was unchanged (Table S1). Expression of *PDF2.5*, an antimicrobial peptide, was slightly lower in *atl9* plants compared to Col-0. However, when treated with chitin *PDF2.5* was strongly induced in wild-type plants but its expression remained unchanged in the *atl9* mutant (Table S1). Similarly the *PCC1* gene (pathogen and circadian controlled 1) was down-regulated in response to the loss of *ATL9*. 

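*PDF2.5*, a plant defensin, rose after chitin in Col-0, with a log2 change of 0.90 (standard error 0.24, adjusted p = 0.0179 from limma) and n = 4 arrays per group. In *atl9* its change was -0.06 (adjusted p = 0.947). Relative to the array median, its signal went from 2.01 ± 0.546 to 3.65 ± 0.548 in Col-0 and from 1.52 ± 0.418 to 1.45 ± 0.295 in *atl9* (SD, n = 4 for each group). It was lower in *atl9* than in Col-0 after chitin, by -1.35 (adjusted p = 0.00323), and the mock difference was -0.39 (adjusted p = 0.79). The difference between the responses of the lines was -0.95 (adjusted p = 0.211) and did not pass. The rise in Col-0 did not pass with the values as deposited (0.69, adjusted p = 0.0524), without Col-0 mock replicate 3 (0.68, adjusted p = 0.0612) or without Col-0 chitin replicate 4 (0.84, adjusted p = 0.0558).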

As in the case of *PDF2.5*, *PCC1* was strongly up-regulated in Col-0 plants upon chitin treatment and was down-regulated in the *atl9* mutant (Table S1).

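Of the 8 genes in the defense section of Table S1 that were followed here, 5 rose, 1 fell and 2 did not pass after chitin in Col-0, and 5 rose and 3 did not pass in *atl9*. After chitin 3 of the 8 were higher in *atl9* than in Col-0, and 4 were over both treatments. By limma none of them differed between the lines in mock or in the response to chitin (3 and 1 at an unadjusted p under 0.05, and 0 and 0 at the adjusted threshold by the linear model without moderation). The study chose these genes on the same samples. On a list of salicylic acid synthesis and response, both measured genes rose in each line, also when adjusted over the list alone: *GRX480*, a glutaredoxin, rose by 0.86 (adjusted p = 0.00129) in Col-0 and 1.51 (adjusted p = 4.05e-06) in *atl9* on the log2 scale. Neither of these genes differed between the lines after chitin, and 1 was higher when adjusted over the list alone. On the list of WRKY transcription factors and on that of elicitor perception, none passed between the lines after chitin.

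Genes without a defense role served for comparison. None of 3 reference genes rose or fell in either line (camera, adjusted p = 0.620 in Col-0 and 0.960 in *atl9*). Of 5 root tissue markers none rose or fell after chitin in either line, and 1 was lower in *atl9* after chitin, the peroxidase gene *AT3G01190* (-0.78 (adjusted p = 0.0338)). That call was lost without a filter, with the linear model without moderation and without any 1 of *atl9* chitin replicates 1, 3 and 4 and Col-0 chitin replicates 1, 3 and 4. All 4 measured photosynthesis genes rose in Col-0 with each array divided by its median, also when adjusted over the list alone (camera, adjusted p = 0.00597, and adjusted p = 0.209 with an estimated correlation). Their log2 changes were 0.78 for *LHCB4.1*, 0.97 for *LHCB4.2*, 0.89 for *PSAN* and 0.67 for *RCA*. With quantile normalization none of the 4 passed (adjusted p = 0.0655, 0.0818, 0.0584 and 0.217), and *RCA* also did not with the values as deposited (0.46, adjusted p = 0.0873) or without Col-0 mock replicate 1, Col-0 mock replicate 3 or Col-0 chitin replicate 4. None of the 4 passed in *atl9*, where *LHCB4.1* had 0.11 (adjusted p = 0.801). Between the lines after chitin none passed and 2 were lower in *atl9* when adjusted over the list alone (camera, adjusted p = 0.112, and adjusted p = 0.438 with an estimated correlation). For the interaction also none passed by limma and 2 were lower when adjusted over the list alone; camera gave adjusted p = 0.0183, but adjusted p = 0.268 with an estimated correlation. The photosynthesis list is not independent of Table S1.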

Most of the defense genes surveyed were not significantly affected by the loss of *atl9* expression and exhibited similar responses to chitin-treated control plants (Table S1). However, several defense genes had enhanced expression levels after chitin treatment in the *atl9* mutant including *PEN1*, *PAD4*, two disease resistance-like proteins, *ACRE1b*, *ATL17* and protein phosphatase 2C (Table S1). 

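The disease resistance-like genes *AT1G66090*, *AT1G72950* and *AT1G72920* rose strongly after chitin in both lines. *AT1G66090* rose by 3.21 (adjusted p = 5.24e-10) in Col-0 and by 3.27 (adjusted p = 3.17e-10) in *atl9* on the log2 scale (standard error 0.14 for each, n = 4 arrays per group). *AT1G72950* rose by 3.23 and 3.43 from a low signal in mock (2.52 and 2.93 with an offset of 32), and *AT1G72920* by 1.74 and 1.54. After chitin *AT1G66090* was higher in *atl9* than in Col-0 by 0.52 (standard error 0.14, adjusted p = 0.0237 from limma) and *AT1G72950* by 0.88 (adjusted p = 0.0338), while *AT1G72920* had 0.50 (adjusted p = 0.0703). Over both treatments all 3 were higher in *atl9*, by 0.49, 0.78 and 0.60, and for none of the 3 did the chitin response differ between the lines (adjusted p = 0.93, 0.848 and 0.763 for the interaction).

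Over both treatments *AT1G72950* and *AT1G72920* did not pass with the scan day as a block, where they had 0.72 (standard error 0.21, adjusted p = 0.0811) and 0.56 (standard error 0.14, adjusted p = 0.0528). The chitin difference of *AT1G66090* did not pass without *atl9* chitin replicate 3 or without Col-0 chitin replicate 1 or 4. That of *AT1G72950* did not pass with the scan day as a block (0.82, standard error 0.29, adjusted p = 0.0902), without a filter, with the linear model without moderation or without any 1 of *atl9* chitin replicates 1, 3 and 4 and Col-0 chitin replicates 2, 3 and 4. That of *AT1G72920* passed with the values as deposited (0.56, adjusted p = 0.0407), with quantile normalization (0.55, adjusted p = 0.0446), with an offset of 32, with the stricter filter and without Col-0 mock replicate 2.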

Interestingly, *AtrbohD* expression was induced to higher levels in chitin-treated *atl9* compared with wild-type controls. Similar increases were not observed in the expression of *AtrbohC* or *AtrbohF*.

### Defense genes associated with elicitor-mediated responses

To identify defense-related genes that were specifically linked to the chitin signaling pathway, we compared the expression of genes known to be induced by both abiotic and biotic stresses in chitin-treated Col-0 wild type and *atl9* plants (Table S1). We first analyzed the expression levels of the *ATL9* family members *ATL2-ACRE132*, *ATL6* and *ATL17* (Table S1). In all cases, the *ATL* family members were induced at significantly higher levels in wild-type plants, compared to *atl9* mutants. This strongly suggests that ATL9 is important in initiating the expression of genes involved in chitin-mediated responses. 

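*ATL17* (AT4G15975) rose after chitin in both lines, by 2.48 (standard error 0.30, adjusted p = 2.75e-05 from limma) in Col-0 and by 2.52 (adjusted p = 1.91e-05) in *atl9* on the log2 scale, with n = 4 arrays per group. Relative to the array median its signal was 4.68 ± 1.34 (SD, n = 4) in chitin-treated Col-0 and 6.94 ± 1.9 (SD, n = 4) in chitin-treated *atl9*. The log2 difference of *atl9* from Col-0 was 0.57 (adjusted p = 0.232) after chitin and 0.53 (adjusted p = 0.779) in mock, and neither passed. The responses of the lines differed by 0.04 (adjusted p = 0.979). Of 5 measured members of the ATL family, 3 rose and 2 fell in Col-0, and 2 rose and none fell in *atl9*, with the same numbers when adjusted over the list alone (camera, adjusted p = 0.236 and 0.0935). *AT1G20823*, listed as *ATL80*, rose by 2.23 in Col-0 and 2.33 in *atl9*, and *RING1* by 1.15 (adjusted p = 0.00264) in Col-0 against 0.51 (adjusted p = 0.226) in *atl9*. *AT1G72220*, listed as *ATL54*, had -0.83 (adjusted p = 0.0105) in Col-0 and -0.12 (adjusted p = 0.821) in *atl9*. For none of the 5 did the response differ between the lines by limma, also not when adjusted over the list alone (camera, adjusted p = 0.555). None of the 5 differed between the lines after chitin. *ATL2* and *ATL6* are not analysed here. From its comparison of *ATL2*, *ATL6* and *ATL17* between wild-type plants and *atl9* mutants, the paper proposes that ATL9 is important for the start of gene expression in chitin-mediated responses.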

We were also interested in determining the responses of the known elicitor receptors, CERK1 (LysM RLK1), FLS2, BAK1 and EFR in the *atl9* mutant. The induction of the gene encoding the chitin receptor LysM RLK1 was essentially unchanged in the *atl9* mutant and wild-type plants. Surprisingly, expression levels of the flagellin receptor gene, *FLS2* were strongly induced by chitin in Col-0 plants but not in the mutant (Table S1), suggesting that induction of *FLS2* may be dependent on *ATL9* expression. Expression of *BAK1* which acts as a co-receptor of flagellin with FLS2 [9], [42] and the bacterial EF-Tu receptor EFR [7] were both induced by chitin treatment but at similar levels in both the *atl9* mutant and in wild-type plants. In addition, *ACRE1b*, a gene highly induced by treatment with *flg22* [5] was also strongly induced by chitin treatment in wild-type plants. 

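*EFR*, the receptor of bacterial EF-Tu, had a log2 change after chitin of 0.50 (standard error 0.18, adjusted p = 0.0726 from limma) in Col-0 and of 0.45 (adjusted p = 0.155) in *atl9*, with n = 4 arrays per group, and passed in neither line alone. When adjusted over the list of elicitor perception only, *EFR* passed in each line, as did all 6 measured genes of that list. Over both lines together it rose by 0.47 (adjusted p = 0.0157), a call that was lost with the values as deposited (0.28, adjusted p = 0.117). The responses of the lines differed by -0.05 (standard error 0.25, adjusted p = 0.953 from limma). Its change in Col-0 passed without *atl9* chitin replicate 2 (0.50, adjusted p = 0.049) and without Col-0 chitin replicate 4 (0.65, adjusted p = 0.021). *BAK1* is not analysed here.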

Taken together these results indicate that activation of elicitor-mediated signaling by chitin and flagellin are closely intertwined in plants.

To better understand the interactions between chitin-mediated defense signaling and signaling mediated through SA, JA and ET the expression levels of key genes in each of the signal transduction pathways were monitored (Table S1). The induction of *MAPK3* and *MAPK5*, both known to be important in signaling pathways initiated by flagellin [43] were very similar in *atl9* and Col-0 plants indicating that these MAP kinases are upstream of ATL9 activity or are working in an independent signal transduction network. A similar induction by chitin in both the *atl9* mutant and wild-type was also observed for *MAPKK4*. Other genes involved in SA-, JA- and ET-mediated signaling (*RAR1, SGT1, HSP90, COI1, ETR1, EIN3, PAD2, JAR1 or SAG101*) showed no differences in expression levels in either chitin-treated control or *atl9* plants or in mock-treated plants pointing to the fact that these genes are not influenced by *ATL9* expression. However, the expression of the lipoxygenase-3 (*LOX3*) gene, which is involved in octadecanoid biosynthesis leading to the production of JA in plants, was highly induced in both *atl9* and Col-0 plants by chitin.

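*EIN3*, a transcription factor of ethylene signalling, had log2 changes after chitin of -0.04 (adjusted p = 0.853) in Col-0 and 0.18 (adjusted p = 0.353) in *atl9*. Its log2 difference of *atl9* from Col-0 was -0.08 (adjusted p = 0.909) in mock and 0.14 (adjusted p = 0.406) after chitin. With quantile normalization *EIN3* fell by 0.32 in Col-0 (adjusted p = 0.019). *SAG101*, a partner of lipase-like defense regulators, rose after chitin by 1.01 (standard error 0.16, adjusted p = 4.26e-04 from limma) in Col-0 and by 0.92 (adjusted p = 0.00102) in *atl9*, with n = 4 arrays per group. Its difference between the lines was 0.03 (adjusted p = 0.987) in mock and -0.06 (adjusted p = 0.84) after chitin, and its responses differed by -0.10 (adjusted p = 0.89). *SGT1A* (AT4G23570) has another locus code than the *SGT1* of Table S1; it rose by 0.81 (adjusted p = 0.00264) after chitin in Col-0 and had 0.52 (adjusted p = 0.0525) in *atl9*, where it passed with the stricter filter, with all 24 arrays in one fit and without Col-0 mock replicate 2 or Col-0 chitin replicate 1, with differences between the lines of 0.33 (adjusted p = 0.751) in mock and 0.05 (adjusted p = 0.876) after chitin. The other genes of the sentence, the *SGT1* of Table S1 among them, are not analysed here.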

## Discussion

### ATL9 is an E3 ubiquitin ligase that is integral to defense against fungal pathogens

Recent work has highlighted the ubiquitin-proteasome system (UPS) and its associated E3 ubiquitin ligases as regulators of the plant defense response and it is clear that these proteins play an important part in disease resistance [12], [44]. In the current study we have shown that ATL9 is a RING-type E3 ubiquitin ligase strongly induced by chitin. The *ATL* gene family encodes a group of proteins that share three specific characteristics: 1) rapid induction (<1 hour) after elicitor treatment, 2) a highly conserved RING-H2 zinc-finger domain with at least six cysteines and three histidines conserved and 3) at least one amino-terminal transmembrane domain. Most members of the *ATL* gene family are predicted to function as single subunit E3 ubiquitin ligases with seventeen members of the ATL family known to be expressed in Arabidopsis [25]. Although determination of a common function for them is still in progress, mutations in members of the ATL family have been shown to have an altered defense response to pathogens [25]. The *ATL2* gene was shown to be specifically induced by chitin but not by other elicitors of classic defense pathways [18]. Constitutive over-expression mutants of *ATL2* induced high levels of pathogen-related genes such as *NPR1-1* and the phenylpropanoid biosynthetic enzymes phenylalanine ammonia lyase and chalcone synthase [21], [45]. The *EL5* gene in rice is also a member of the ATL family and is rapidly and transiently induced by chitin [23], [26]. EL5, like ATL9, is an E3 ubiquitin ligase and is hypothesized to play a role in defense responses through protein turnover via the UPS [22]. Additionally, the *ACRE-132* gene, an *ATL* protein from tobacco has been shown to be induced during the defense response mediated by the interaction between Avr9 and Cf9 in the response to the fungal pathogen *Cladosporium fulvum* [46].

ATL9 is unique among ATL family members that have been characterized since it contains a PEST (Pro-Glu-Ser-Thr) domain. PEST domains are common in proteins that are rapidly degraded in the cell [47] and are suggested to serve as proteolytic signals [48] involved in ubiquitination and internalization of proteins. While few studies in plants have examined the role of PEST domains and the UPS in defense, there are numerous studies in mammals describing PEST domains and their role in defense against cellular pathogens [49]. The presence of a PEST domain in the ATL9 protein may imply that there are multiple ways to control its expression and that ATL9 may play a critical role in plant defense similar to that of the Mcl family of genes in humans which are necessary for cell survival in the immune system [50]. In plants, the tomato *Ve* gene contains a PEST domain that is necessary for defense against *Verticillim* species [51].

Our data show that ATL9 is necessary for resistance against *G. cichoracearum* (Figure 3A). *ATL9* transcription levels appear to be tightly regulated; after chitin treatment the gene is induced within 30 minutes [6] and in plants infected with *G. cichoracearum ATL9* expression can be detected in less than one hour by qRT-PCR (Figure 5). We hypothesize that *ATL9* expression is also down-regulated quickly (<1 hour) with ATL9 binding its target for elimination via the UPS followed by rapid ATL9 degradation via its PEST domain. Over-expression of *ATL9* produced plants that were more resistant than wild-type (Figure 3A) suggesting that the gene is degraded rapidly under normal conditions in wild type plants post-infection. Further experiments with deletion constructs in the PEST domain of *ATL9* will be useful in characterizing *ATL9′s* regulation and in confirming our hypothesis regarding its degradation.

### ATL9 appears to be involved in ER stress responses and ERAD during innate immunity

In 2003, Takemoto et al. showed cytoplasmic aggregation and accumulation of ER and Golgi bodies around the sites of fungal penetration [52]. These cellular rearrangements suggest that the production and secretion of plant materials are activated around sites of infection or penetration. Transgenic plants expressing an *ATL9p:ATL9:*GFP fusion construct showed that ATL9 was localized to the ER membrane (Figure 7A–C). Localization of the ATL9 protein at the ER membrane not only allows the protein to remain close to the site of infection/penetration but also places the protein where it can be quickly degraded after carrying out its E3 activity. We hypothesize that ATL9 may attach ubiquitin to either plant- or fungal-derived proteins that are active near sites of infection. Several important genes in plant defense have been shown to localize to the ER. The Cf-9 resistance gene, which confers resistance to *Cladosporium fulvum* races expressing the Avr-9 avirulence gene, contains a C-terminal di-lysine motif (KKXX) targeting Cf-9 to the ER [53]. ACRE-132, also a member of the ATL family, has been shown to be induced during Avr-9/Cf-9 interaction and may be an active player in that response [46]. The barley HSP90 protein is localized to the ER plasma membrane like ATL9 [54] and has been shown to interact with RAR1 and SGT1, two genes involved in R-gene mediated resistance to fungi, in yeast two-hybrid experiments. HSP90, RAR1 and SGT1 are hypothesized to form a chaperone complex that mediates the folding of R-proteins and their incorporation into functional complexes. Data supporting the role of an HSP90-RAR1-SGT1 complex as a chaperone active in R-gene mediated defenses have been shown in both barley and Arabidopsis [44], [55], [56]. Though our understanding of the role of ATL family members in defense is incomplete, it is intriguing to speculate that ATL9 or other family members may form complexes similar to HSP90-RAR1-SGT1 that are necessary for defense against *G. cichoracearum*.

E3 ligases in the ER are often associated with endoplasmic reticulum associated degradation (ERAD) a process involved in targeting misfolded proteins for ubiquitination and subsequent degradation by the proteasome [57], [58]. In the ER, the ATL9 protein would have its RING domain and PEST domain exposed to the ER lumen. We hypothesize that ATL9 acts to ubiquitinate a negative regulator of plant defense responses in the ER lumen or some unknown luminal protein that is not properly folded during stress-induced ERAD. The ATL9 protein shares homology with the well-characterized ERAD E3′s Hrd1 and gp78 [59]. Both Hrd1 and gp78 are known to be induced during cellular stress and participate in the unfolded protein response. The yeast Hrd1 protein is at the center of a large protein complex involved in the ubiquitylation of ER luminal and membrane proteins. Since ATL9 is an ER membrane resident protein whose RING domain projects into the ER lumen, it is interesting to speculate that ATL9 may also function in a group of proteins similar to the Hrd1 complex that is involved in ERAD induced by biotic stresses. Further experiments directed towards identifying both ATL9 interacting partners and its' protein target will be helpful in understanding its precise role.

### Expression and chitin *ATL9* gene response depends on NADPH oxidases

The oxidative burst and the production of ROS is an essential component of plant defense. This pathway is mediated by the activation of the NADPH complex which is necessary for the production of H_2_O_2_. Following H_2_O_2_ production, several downstream signaling events are initiated including calcium mobilization to the cytoplasm, protein phosphorylation, MAP kinase activation and defense gene expression [53], [60]. In Arabidopsis, the NADPH family of oxidases consists of ten members (*AtrbohA* –*AtrbohJ*) which are homologs of gp9^phox^, a subunit of the mammalian NADPH oxidase complex [33]. Infection studies of Arabidopsis mutants in *AtrbohD* and *AtrbohF* have shown that *AtrbohD* is responsible for reactive oxygen species produced after infection with avirulent bacteria or oomycete pathogens whereas *AtrbohF* is integral to the regulation of the hypersensitive response [61]. In the current study, we demonstrate that the induction of *ATL9* by chitin is dependent on both *AtrbohD* and *AtrbohF* and that MAPK3 activation is also dependent on *Atrboh* expression. These results suggest that the early steps in chitin recognition are reliant on *Atrboh* functionality (Figure 3). Our data also demonstrate that both *AtrbohD* and *AtrbohF* mutants are more susceptible to *G. cichoracearum* than wild type plants (Figure 3A–B), indicating that *Atrboh* activity is necessary for defense against powdery mildew.

Recent work [62] has demonstrated that *Atrboh* genes can modulate and antagonize SA-dependent cell death signals. ROS produced by *AtrbohD* limited the spread of the cell death induced by the bacterial pathogen *P. syringae DC3000* and the necrotroph *B. cinerea*. Our current study clearly shows that both *ArbohD*, *AtrbohF* mutants were more susceptible than wild type to *G. cichoracearum* and those quantitative results are directly correlated with the low levels of hydrogen peroxide accumulation at the point(s) of penetration detected in these mutants (Figure 3B–C). Hydrogen peroxide production in *AtrbohD, AtrbohF,* and *AtrbohD/F* as well as in the *atl9* mutants was essentially half of that in wild-type plants. Interestingly the Kas-1 accession [63] that is resistant to *G. cichoracearum* had increased levels of peroxide (Figure 3C) at sites of attempted penetration (Figure 3B) although no cell death was observed in these cells and plants were phenotypically resistant. These data imply that careful regulation of hydrogen peroxide production in Kas-1 plants is sufficient to inhibit fungal penetration without cell death [62] suggesting that salicylic acid may activate defense signaling in cells that are spatially removed from infection sites without activating cell death. Torres et al. [62] further hypothesize that *Atrboh*s are necessary for the suppression of unwanted cell death in cells where increased levels of SA are required to activate defense responses. *G. cichoracearum* resistance in Kas-1 plants may be dependent on *Atrboh's* ability to induce higher levels of H_2_O_2_ production at sites where the fungus is attempting to penetrate epidermal cells while simultaneously repressing cell death in those same cells. This hypothesis is supported by the fact that *Atrboh* mutants had virtually no peroxidase activity at penetration sites and were much more susceptible to *G. cichoracearum* (Figure 3A–B). Although a connection between the *Atrboh* genes, chitin induction of *ATL9* and resistance to *G. cichoracearum* remains to be definitively established, our results clearly show that NADPH oxidase activity is required for *ATL9* induction after chitin recognition. This is in line with our results showing that the expression levels of *ATL9* are impaired in both mutants compared with the wild type plants (inset Figure 4B),as in root tissues of *AtrbohC*. The activity of AtrbohD, AtrbohF and ATL9 are needed for effective defense against powdery mildew. This study provides evidence for the first time that AtrbohD and AtrbohF activity, in plant leaves, are required for *G. cichoracearum r*esistance and for some chitin-elicited defense responses.

### Possible mode of action of ATL9 in chitin recognition and chitin-mediated innate immunity

We hypothesize that upon chitin recognition/fungal infection intracellular calcium levels increase leading to the activation of Arabidopsis NADPH oxidases (Figure 9). The subsequent production of ROS and activation of MAPK signaling cascades induce *ATL9* expression and its transport to the ER membrane. Here ATL9, either alone or working in a complex would ubiquitinate its target protein(s) for degradation and appropriate defense responses would be activated. After ubiquitylation of its target protein, ATL9 is rapidly degraded via its PEST domain (step 5, Figure 9). A similar mechanism to the one we propose has been described during recognition of human PAMPs [64]. We predict that the target of ATL9 is a negative regulator of defense responses since *atl9* mutants are more susceptible to fungal pathogens. In these mutant plants, we suspect that the negative regulator cannot be ubiquitinated upon receipt of appropriate signals and thus defense responses cannot be activated (Figure 9). Our data clearly indicate that ATL9 is an E3 ligase that is essential for defense against powdery mildew and requires the expression of NADPH oxidases for its activity. This study is the first to directly implicate an ATL family member in chitin responses mediated by NADPH oxidase activity. Future studies identifying ATL9′s targets and its possible interacting partners will be integral in order to better assess its role in innate immunity and defense against fungal pathogens.

**Figure 9:**
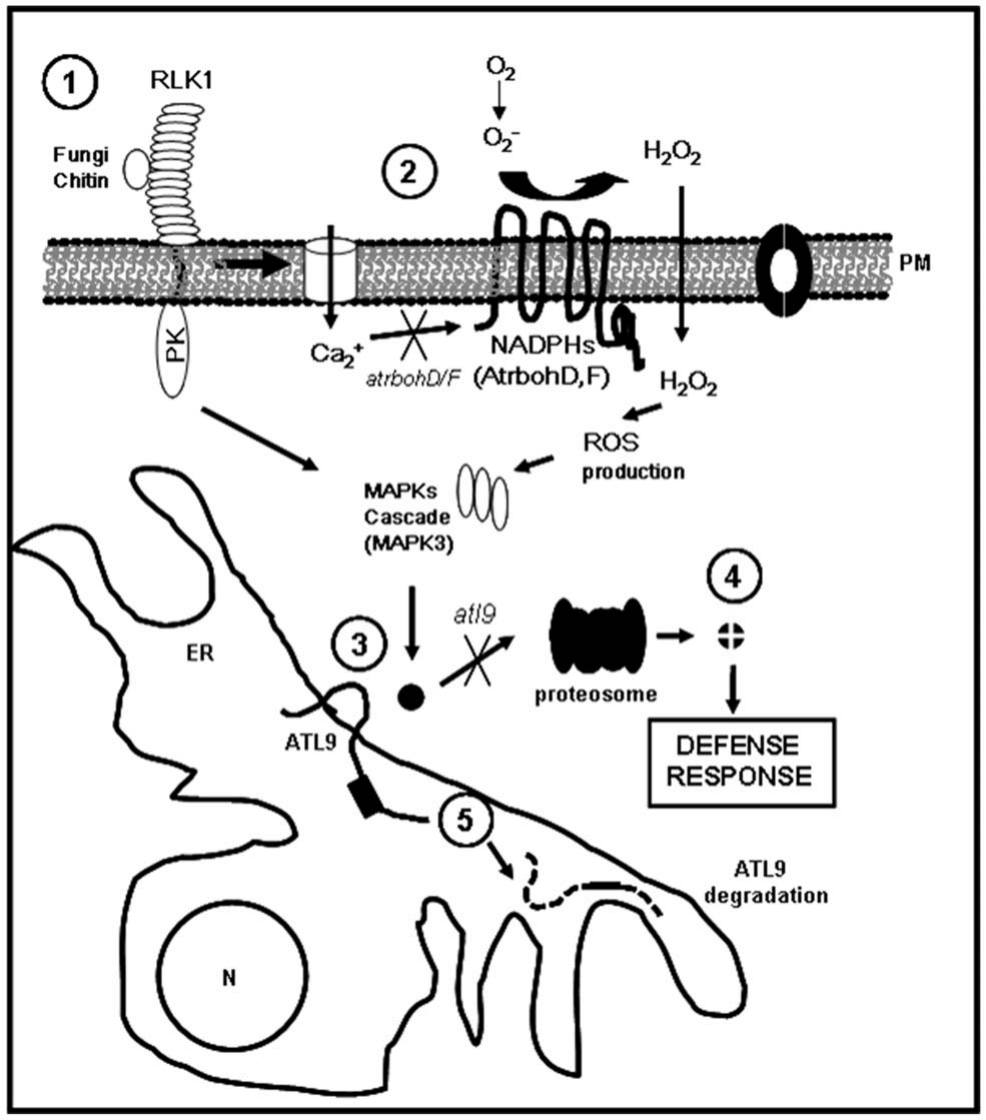
Proposed role of ATL9 in chitin-NADPH mediated innate immunity. 1. Recognition of chitin released from fungal cell wall by LysM-RLK1 receptor. 2. Increase of intra-cellular calcium leading to the activation of the NADPH oxidases AtrbohD and F at the membrane initiating the production of ROS and activation of a MAPK cascade(s). 3. Induction of ATL9 and insertion into the ER membrane. We propose that ATL9 is involved tagging an inhibitor of plant defense for degradation by the proteosome 4. Defense response to fungal pathogen is activated after inhibitor degradation. 5. The ATL9 protein is rapidly degraded in the cell by either the proteosome pathway or a calcium-mediated pathway (similar to the mammalian protein calpain).

## Materials and Methods

### Biological Materials

*Arabidopsis thaliana* ecotype Columbia (Col-0) was used as the control in all experiments. All mutants and transgenic plants were in the Col-0 background. Mutant *ein-2-5* [65] and the transgenic line *35S:ERF1.14* [66] was provided by Antonio Molina (E.T.S.I. Agronomos, Madrid, Spain. The *sid2-1* mutant [67], Arabidopsis ecotype Kashmir 1 (Kas-1) [63] and Arabidopsis lines expressing GFP in the plasma membrane (line 29-1 encoding LTI6b) [68] were obtained from the Arabidopsis Biological Resource Center (ABRC, Ohio State University, USA). T-DNA insertional lines used in this work were: SALK_066755 (*atl9-1*), SALK_036065 (*atl9-2*), and SALK_036066 (*atl9-3*). All T-DNA insertional lines were generated by SIGnAL at the SALK Institute [69], [70]. The following gene-specific primers were used to screen for the T-DNA insertion in *ATL9*: (1) SALK_066755: 5′- TTGGCATGTAGAAACATAATTAGCG -3′(forward) and 5′-GACGACGACGACAGCACTGAA-3′ (reverse), (2) SALK_036065: 5′ –CGTTCATCTGGTCGGAGCCGTTCG-3′ (forward) and 5′-GCGTTTGATGCCTCCTTGTTG-3′ (reverse), and (3) SALK_036066: 5′ CGTTCATCTGGTCGGAGCCGTTCG-3′ (forward) and 5′-GCGTTTGATGCCTCCTTGTTG-3′ (reverse). Nested primers for confirming the T-DNA insertions in *ATL9* were as follows: (1) SALK_066755: 5′-TTGGCATGTAGAAACATAATTAGC-3′ (forward) and 5′-GACGACGACGACAGCACTGAA-3′ (reverse); (2) SALK_036065: 5′-CGATGTCGGAAGATTCTTCGG-3′ (forward) and 5′-GTCTGGCTCTCAGAACACTCC-3′ (reverse) and (3) SALK_036066: 5′- CGATGTCGGAAGATTCTTCGG-3′ (forward) and the reverse primer was the same as in SALK_036065 (Oligo 6.0 Primer Analysis Software, LSR, Minnesota, MN, USA). Seeds of homozygous lines from the three *atl9* mutants will be made available via the Arabidopsis Biological Resource Center (Ohio State University, USA). The fungal pathogens used in this work were *Golovinomyces cichoracearum* UCSC1 (Powdery mildew  =  *Erysiphe cichoracearum* UCSC1) [71]. Powdery mildew fungus was maintained as described previously [63].

### Disease Assessments

Powdery mildew inoculations and disease assessments were carried out as described in [37]. In brief, Arabidopsis seeds were planted in soil (Promix HP, Hummert International, St. Louis MO), placed in a cold room for three days and then transferred to a growth chamber (24°C day, 22°C night; 14 h day, 150 µE m^−2^ sec^−1^ of light; 60% relative humidity). After four weeks, plants were inoculated with powdery mildew and placed in a chamber under the same temperature and light conditions except at 80% relative humidity.

Disease development was assessed in a qualitative manner by monitoring the appearance of powdery symptoms on inoculated leaves over a period of 10 days post inoculation [71]. At least 36 plants per genotype were inoculated in each experiment. For quantitative assessment, inoculated leaves were treated with ethanol 100% for two hours at 65°C and 90% relative humidity before staining with trypan blue solution (25 µg/ml trypan blue in a 1∶1∶1 solution of glycerol, lactic acid and water,) for 15 minutes. Leaves were harvested for staining 6 or 7 days after inoculation depending on the development of the fungal infection. The number of conidiophores per colony was then determined for at least 36 leaves per genotype. For diaminobenzidine (DAB)/trypan blue double staining, inoculated leaves were treated with 1mg/ml DAB for two minutes under vacuum and then covered with aluminum foil for six hours at room temperature. Leaves were then immersed in 100% ethanol for two hours at 65°C and 90% of humidity before performing the trypan blue staining as described.

### Chemical Treatments

Seeds were surface sterilized and grown in liquid Murashige Skoog culture medium at a density of approximately 500 seeds (10 mg) per 125 ml flask. Flasks with seeds were incubated at 4°C for 6 days and then placed in a shaking incubator at 150 rpm for two weeks under constant illumination (125 µmol m^−2^ s^−1^) at 23°C. After fourteen days, seedlings were treated with either 100 µg ml^−1^ hydrolyzed crab shell chitin (Sigma, St Louis, MO, USA) [29] or with salicylic acid (0.5mM; Sigma, St Louis, MO, USA), jasmonic acid (5 µM; Sigma, St Louis, MO, USA) or ACC 5 µg ml^−1^ (50 µM; Sigma, St Louis, MO, USA) for thirty minutes. After 30 minutes of treatment seedlings were harvested, flash-frozen in liquid N_2_ and stored at −80°C until analysis.

### Generation of Transgenic Plants and Constructs

The *ATL9* sequence was PCR amplified using Platinum® Taq DNA Polymerase High Fidelity (Invitrogen, Carlsbad, CA). For Gateway® cloning, attB PCR primers were designed per manufacturer's recommendations (Invitrogen, Calsbad, CA). Primer sequences were as follows: attB1 forward primer 5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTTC-3′; attB2 reverse primer 5′-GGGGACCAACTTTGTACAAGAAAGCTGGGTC-3′. Gene specific primers for *ATL9* were: forward primer 5′- CATACGTCGATTGGATTTTAATGG-3′ and reverse primer 5′- CCACTCGTTCATCTGGTCG-3′. Final primers used for PCR amplification of the ATL9 gene were forward 5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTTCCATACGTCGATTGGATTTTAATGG-3′ and reverse 5′-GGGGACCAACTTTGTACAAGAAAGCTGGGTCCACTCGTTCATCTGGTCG-3′ using Col-0 wild type cDNA as the template. cDNA was prepared using an Amersham First-Strand cDNA Synthesis Kit (Amersham, Buckinghamshire, UK). Resulting PCR products were purified and entry clones were generated by recombination into the vector, pDONR™207 using the BP Recombination Reaction (Invitrogen, Carlsbad, CA). For the *ATL9p*:*ATL9*:GFP construct the destination vector pGWB4 (*attR1-CmR-ccdB-attR2-sGFP*) was used. The generation of the constructs for the tobacco transformation were as follows: 35S:GFP:*ATL9* utilized the destination vector pGWB6 (*35S promoter- NsGFP-attR1-CmR-ccdB-attR2*) and the destination vector pGWB5 (*35S promoter-attR-CmR-ccdB-attR2-sGFP*) was used to generate a 35S:GFP construct [68] for use as a control. All Gateway® binary vectors were kindly provided by Tsuyoshi Nakagawa at the Research Institute of Molecular Genetics, Shimane University, Japan. All plasmid inserts were sequenced prior to transformation and verified constructs were transformed into *Agrobacterium tumefaciens* strain C58C1 (pGV2260) via electroporation. Both Col-0 plants and the *atl9-1* mutant were transformed using the floral dip method [72], [73]. Kanamycin resistant plants were then selected on plates and resistant progeny were transferred to soil and allowed to set seed. The T2 progeny from these transformants were used in the experiments described in the text. The transcript levels of *ATL9* in all lines were verified using qRT-PCR as described below. Seeds of all transgenic lines will be made available via the Arabidopsis Biological Resource Center (ABRC, Ohio State University).

### Generation of Constructs for Microprojectile Bombardment

*ATL9* full length genomic DNA was amplified by attB primers containing *ATL9* sequence. Forward Primer 5′–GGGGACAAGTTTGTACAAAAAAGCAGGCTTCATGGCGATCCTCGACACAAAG–3′ and Reverse Primer 5′– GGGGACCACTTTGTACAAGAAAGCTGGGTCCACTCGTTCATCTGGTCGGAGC –3′. The resultant PCR product was cloned into pDONR221 (Invitrogen) using BP Clonase II enzyme mix (Invitrogen) to generate entry clones. The entry clones carrying *ATL9* were subcloned into T-DNA binary vector pMDC83 [74] using LR Clonase enzyme mix (Invitrogen). The resultant 35S:*ATL9*:GFP plasmid was transformed into One-Shot TOP10 Chemically Competent *E.coli* (Invitrogen) and screened on LB agar plates containing kanamycin (50 µg/mL) and hygromycin (50 µg/mL). The plasmid was isolated from positive clones using QIAprep Spin miniprep kit (Qiagen). Plasmid DNA was concentrated to 1 µg/µL by ethanol precipitation for microparticle bombardment into onion epidermal cells. The plasmid for the ER localization, ER-rk, was acquired from the ABRC (stock number CD3-959).

### Real Time Quantitative RT-PCR and Other PCR assays

Total RNA was isolated from frozen tissues using TRizol Reagent (Invitrogen®, Carlsbad, CA) according to the manufacturer's protocol. RNA samples were treated with RQ1 DNase (Promega, Madison, WI). Trace amounts of genomic DNA were removed by digestion with Turbo DNA-*free*™ (Ambion, Austin, TX). First-strand cDNA synthesis was primed with an oligo (dT)_15_ anchor primer and cDNA was synthesized using the First-Strand Synthesis Kit (Amersham-Pharmacia, Rainham, UK) according to the manufacturer's protocol. An aliquot of 1.5 µl of the first-strand synthesis reaction was used as template for PCR amplification. To ensure that the sequence amplified was specific, a nested PCR was performed using 1 µl of a 1∶50 dilution of the products synthesized in the first PCR reaction as a template. The RT-PCR, PCR and nested PCR program consisted of: 3 min at 96°C, 40 cycles of 30 s at 94°C, 30 s at 65°C, and 1 min at 72°C. The final extension step consisted of 7 min at 72°C. Amplified PCR fragments were visualized using 1.5% agarose gels.

Quantitative RT-PCR experiments were performed using a SYBR® Green qPCR kit (Finnzymes, Espoo, Finland) with reactions at a final volume of 20 µl per well and using the cycle protocol recommended by the manufacturer. Samples were run in a DNA Engine Opticon® 2 System instrument with PTC-200 DNA Engine Cycler and CFD-3220 Opticon™ 2 Detector (BioRad, Hercules, CA). Gene-specific primers were designed using the Primer Express 2.0 program (Applied Biosystems, Foster City, CA) and minimal self-hybridization and dimer formation of primers was determined using the Oligo 6.0 program (Molecular Biology Insights, West Cascade, CO). Primers with annealing temperatures of 62°C to 65°C that amplified products with lengths of about 300 bp were selected and then verified for specificity by BLAST searches. The efficiency of amplification for each gene was calculated as recommended by the manufacturer (BioRad, Hercules, CA) [75]. The following gene specific primers were used for RT-PCR and quantitative RT-PCR; *ATL9* (At2g35000): 5′-GTCGGAAGATTCTTCGGCGCATCTCC-3′ (forward) and 5′-CGACCGGACATTCGTTAATTCAAC-3′ (reverse); *PR1* (At2g14610): 5′-GATAGCCCACAAGATTATCGG-3′ (forward) and 5′-CTCGTTCACATAATTCCCACG-3′ (reverse); *ATRBOHD* (At5g47910): 5′-ATGAAAATGAGACGAGGCAATTC-3′ (forward) and 5′-GGATACTGATCATAGGCGTGGCTCC-3′ (reverse); *ATRBOHF* (At1g64060): 5′-CTTCCGATATCCTTCAACAACTC-3′ (forward) and 5′-GAGATTGCCTTTATACTATAAGTG-3′ (reverse); *MAPK3* (At3g45640): 5′-ATGAACACCGGCGGTGGCC-3′ (forward) and 5′-GGCATTCACGGGGCTGCTG-3′ (reverse); β-*ACTIN (*At3g18780): 5′-GTTGGTGATGAAGCACAATCCAAG-3′ (forward) and 5′-CTGGAACAAGACTTCTGGGCATCT-3′ (reverse). Data acquisition was performed using the Opticon Monitor Analysis software (version 2.01) and changes in transcript levels were determined by the 2^−ΔΔC^_T_ method in Microsoft EXCEL [76]. Data points were compared using a T-test. Three independent biological replicates were used in each experiment.

### Transient Expression in Tobacco and Immunoblot Analysis

Agrobacterium-mediated transient expression in tobacco was performed as described previously [77], with the exception that *Agrobacterium tumefaciens* GV3101 (at O.D._600_ of 2) was used. *Agrobacterium* containing the transformation constructs described above, 35S*:ATL9:*GFP and 35S:GFP (negative control) [68] were introduced into tobacco leaves by infiltration. After two days, infiltrated tissues were harvested for western blot analysis using the monoclonal anti-GFP antibody, JL-8 (BD Biosciences, Palo Alto, USA) at a 1∶1000 dilution [78]. Experiments were performed three times with three replicates in each experiment.

### Microparticle Bombardment of Onion Epidermal Cells

Tungsten microcarriers (1.1 µm) were prepared and coated with an equal molar ratio of 35S:*ATL9*:GFP to ER luminal marker, ER-rk [40] plasmid DNA (1 µg/µL) according to manufacturer's instructions (Bio-Rad). Fresh onion epidermal peels were transferred to MS medium with vitamins (0.5% MS Salts with vitamins, 0.7% Agar, pH 5.7) less than one hour before bombardment. Microcarriers were bombarded into onion epidermal cells using Bio-Rad PDS-1000/He Particle Delivery System (Bio-Rad). Bombardment was executed following the manufacturer's protocol under the following conditions: 900 PSI rupture disk, helium vacuum of 27 in. Hg, and a distance of 6 cm from the microcarriers to the sample. Immediately after bombardment, onion epidermal cells were incubated in the dark at room temperature (22–23°C) for 12–24 hours before observation using fluorescent microscopy.

### Microscopy and Photography Techniques

Confocal fluorescence images of Arabidopsis and tobacco tissues expressing GFP fusion constructs were observed using a Nikon Diaphot 200 inverted fluorescence microscope equipped with Nikon 60X 1.2 numerical aperture water immersion objective (Nikon, Japan) and a BioRad MRC 1024 confocal head with inverted fluorescence microscope (BioRad, Philadelphia, USA). Samples were prepared in water as previously described [68]. Confocal images were processed using Image J (v. 1.30, N.I.H. USA), Cas40 (Confocal Assistant v. 4.02, USA) and Adobe Photoshop 7.0 (Adobe Systems Inc., San Jose, CA) programs.

For subcellular localization in onion cells using fluorescent microscopy, onion epidermal cells were mounted in distilled H_2_O ∼12 hours after bombardment. GFP and mCherry fluorophores were visualized concurrently with a Nikon Eclipse 90i epi-fluorescent microscope (Nikon, Melville, NY) equipped with an OptiGrid imaging system (Qioptiq, Paris, France) using the FITC HYQ (Excitation: 460–500 nm; Emission: 510–560 nm) and TRITC HYQ (Excitation: 530–560 nm; Emssion: 590–650 nm) filters. Images were generated and/or merged using NIS-Elements software (Version 3.2, Nikon).

For light microscopy experiments, a Nikon Eclipse E600 light microscope was used and images were recorded with a Nikon Spot Advance 32 camera (Nikon, Japan). To determine the number of conidiophores per fungal colony, leaves were inoculated at low density with *G. cichoracearum* and stained with trypan blue either 6 or 7 dpi [37], [71]. To assess cell death, leaves were stained with trypan blue in phenol [79]. Photographs of Arabidopsis leaves inoculated with *G. cichoracearum* were taken using a Nikon Coolpix E995. Tissues that were double stained with Trypan blue (TB) and Diamino-benzidine (DAB) were first stained with DAB and subsequently with TB. Osmotic shock was induced by immersion of Arabidopsis leaves in sodium chloride 0.5 M for 10 minutes.

### Ubiquitination Assays and Cloning of ATL9 for expression assays

Total RNA isolated from leaves of 2–4 week old *Arabidopsis thaliana* ecotype Col-0 plants was used in reverse transcription reactions followed by PCR to amplify the predicted open reading frame (ORF) of *ATL9* (At2g35000). The Qiagen RNeasy plant RNA extraction kit (Qiagen, Valencia, CA) was used to isolate total RNA as per manufacturer instructions. The amplified cDNA was first introduced into the Gateway entry vector, pDONR (Invitrogen) and the DNA sequence analyzed. ORF's determined to be correct were introduced into the pDEST15 (Invitrogen, Carlsbad, CA) protein expression vector to produce in-frame fusions with the GST tag. *At*UBC8 was cloned in a similar manner and introduced into the pDEST17 (Invitrogen, Carlsbad, CA) vector to produce an in-frame fusion with the 6X HIS tag. The expression clone containing yeast E1 was provided by M. Wogulis (University of California-Davis). Ubiquitination assays were carried out as described previously [80]. Reactions (30 mL) containing 50 mM Tris-HCl, pH 7.5; 10 mMMgCl2; 0.05 mM ZnCl2; 1 mM ATP; 0.2 mM dithiothreitol; 10 mM phosphocreatine;0.1 unit of creatine kinase (Sigma); 50 ng of yeast E1 (Boston Biochem, Cambridge, MA); 250 ng of purified E2 AtUBC8; 250 ng of eluted/bead-bound GST-RING, GST-mutated RING protein, or GST-CIP8 (positive control); and 2 mg ubiquitin (Sigma) were incubated at 30°C for 2 h. Reactions were stopped by adding 6 mL of 53 SDS-PAGE sample buffer (125 mM Tris-HCl, pH 6.8, 20% [v/v] glycerin, 4% [w/v] SDS, and 10% [v/v] β-mercaptoethanol) and analyzed by SDS-PAGE electrophoresis followed by western blotting using ubiquitin antibodies. For zinc-chelating experiments, bead-bound GST-RING protein was either incubated in 50 mM Tris-HCl, pH 7.4, containing 5 mM TPEN or 0.5% (v/v) ethanol (vehicle; mock treatment) for 16 h at 4°C with at least three solution changes. Beads were then washed three times in 50 mM Tris-HCl, pH 7.4. An aliquot of TPEN-treated bead-bound GST-RING protein was incubated with 1 mM ZnCl_2_ for 4 h at 4°C with at least three solution changes, followed by three washes in 50 mM Tris-HCl, pH 7.4. Mock-, TPEN-, and TPEN plus ZnCl_2_-treated bead-bound GST-RING protein were then used in ubiquitination assays.

### Protein expression and purification

GST:*ATL9* fusions were expressed in *E. coli* strain BL21 (DE3) pLysS in 50 ml cultures. Transformed cells were grown at 37°C for 2 to 3 hours or to an OD600 of 0.4–0.6 before induction with 0.5 mM IPTG for 3 to 4 hours at 37°C. Cells were harvested by centrifugation and lysed in 2 ml of lysis buffer containing 25 mM Tris-HCl pH 7.5, 500 mM NaCl, and 0.01% Triton X-100. For purification, 100 µl of glutathione sepharose beads (Sigma-Aldrich, St. Louis, MO) was added to cleared lysates and incubated for two hours at 4°C. Beads were then washed four times with 1 ml of wash buffer containing 25 mM Tris-HCl pH 7.5, 300 mM NaCl, and 0.01% (v/v) Triton X-100. GST fusion proteins were eluted with 100 µl of elution buffer containing 25 mM Tris-HCl pH 7.5, 150 mM NaCl, and 0.01% (v/v) Triton X-100 supplemented with 15 mM reduced glutathione or the GST fusion proteins were left bound to the beads. 40 µl of glycerol was added to the eluted protein. Bead bound GST proteins were stored in 25 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.01% (v/v) Triton X-100 and 40% (v/v) glycerol. Proteins were stored at −80°C. 6X HIS tagged *At*UBC8 was expressed and purified in a similar manner. The 6X HIS fusion was expressed in *E. coli* strain BL21 AI and induced with 0.2% (w/v) arabinose. Lysis and wash buffer were supplemented with 5 mM imidazole and elution buffer supplemented with 300 mM imidazole. Yeast E1 was expressed as an Intein fusion and purified using the IMPACT (Intein mediated purification with an affinity chitin-binding tag) system as per the manufacturer's instructions (New England Biolabs, Beverly, Massachusetts, USA). SDS-page electrophoresis followed by Coomassie blue staining and Bradford assays (Biorad, Philadelphia, USA) were used to quantify purified proteins. Western blot analysis using GST antibodies or HIS antibodies (Amersham, Buckinghamshire, UK) was also used to confirm the presence and integrity of the fusion protein.

### Bioinformatics Analysis

Additional data analysis and information about gene expression of *ATL9* was obtained from the following web pages: http://affymetrix.arabidopsis.info/narrays/, https://www.genevestigator.ethz.ch/. Web analysis was used to obtain microarray data regarding *ATL9* gene expression in different tissues, conditions, and treatments and to examine co-expression patterns of *ATL9* and other genes. The Aramemnon program (http://aramemnon.botanik.uni-koeln.de/) was used to analyze the structure of *ATL9* and to predict its cellular localization. Tools used for general biomolecular analysis, BLAST, sequence alignment and determination of protein-specific domains were: http://www.us.expasy.com/tools/, http://www.ncbi.nlm.nih.gov/, and http://www.ebi.ac.uk/Tools/.

### Microarray Expression Analysis

Seedlings of *ATL9-1* and Col-0 were treated with hydrolyzed crab shell chitin or with water as a mock control in liquid culture for 30 min as described previously [29]. Four independent biological replicates were performed for each experiment. RNA extractions, labeling and hybridization to ATH1 Affymetrix GeneChips® (Affymetrix GeneChip Expression Analysis Technical Manual, Affymetrix, Inc., Santa Clara, CA) were performed as described previously [81] with the exception that 15 µg of RNA were biotinylated to obtain cRNA. Data were extracted from the GeneChip® images using MAS5.0 (Affymetrix) software and imported into GeneSpring 6.0 software (Silicon Genetics, Redwood City, CA) for normalization and further analysis. Fold change threshold is shown in Table1. This data set has been made available via the Gene Expression Omnibus (GSE2169) (http://www.ncbi.nlm.nih.gov/geo/).

## Supporting Information

Figure S1 Transient Expression of ATL9 in Tobacco Epidermal Cells. A) Expression of 35S:GFP:ATL9 construct in tobacco epidermal cells shows localization to the ER with no nuclear localization. B) Expression of 35S:GFP negative control in tobacco epidermal cells shows GFP localizing to the nucleus when it is not fused to ATL9. C) Western blot confirming sizes of ATL9 and GFP fusion proteins from A and B. Blot was probed with a monoclonal anti-GFP antibody. Bars: 5 µm.
(1.42 MB TIF)

Table S1 Microarray data for selected chitin-responsive genes.

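Table S1 gives 1 value per gene for each of mock-treated and chitin-treated wild type and *atl9*. Its scale could be followed for 33 of its 109 entries. Most values were matched by the signal divided by the median of its array, divided in turn by the median of the 4 Col-0 mock arrays, with the geometric mean of the 4 arrays of a group. By this reckoning 118 of 132 values lay within 1% of those of the table, against 41 with the arithmetic mean, while 9 lay apart by more than 1.5 times and more than the SD of the 4 arrays, and 24 of the 33 entries lay within 0.01 in all 4 groups. *ATL17* (AT4G15975), for example, came to 1.09, 1.57, 6.06 and 9.01 in Col-0 mock, *atl9* mock, Col-0 chitin and *atl9* chitin. *XTH16* came to 1.01, 0.679, 1.85 and 0.860 in the same order. The geometric mean was added after the data were seen.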

(0.18 MB DOC)

How the deposited data were processed for this re-analysis (not part of the article)

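Transcripts of whole seedlings of *Arabidopsis thaliana* were measured on 24 ATH1 arrays, 4 for each of Col-0, *atl9* and *rre2* after a mock treatment or after chitin. The arrays of *rre2* belong to the deposited series and are not reported in the paper. The authors extracted the signals with Affymetrix software. The deposited values are the authors' intensities on a linear scale, scaled to a trimmed mean of 500 per array and not divided by the array median, so that the later steps of GeneSpring are not contained in them. Text files of the instrument settings gave the day of the scan and the fluidics module of each array. Other columns of these files were not used here. The labels of the chitin-treated Col-0 samples call the treatment untreated in one field and chitin in another, and they were taken as chitin-treated, as their titles, source names and the paper's design have it.

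Probe sets were named from a table that links genes of the assembly TAIR10.1 to the array. Of 22810 probe sets, 13513 matched 1 gene, 503 matched several and 8794 were not listed, 64 of them controls. Of the single-gene probe sets, 13436 were matched by the gene number, 48 were named by symbol and 29 had no locus code. Several genes that the paper discusses, among them *ATL9*, *ATL2* and *ATL6*, are not analysed here.

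Tests were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes). Each array was divided by its own median over the 22746 probe sets that are not controls, log2 was taken without an offset, and the 16530 probe sets of highest mean over all arrays were tested, 43.5% of them not listed in the annotation. The 16 arrays of Col-0 and 1 mutant entered a fit of 4 group means with a shared spread. The contrasts were the chitin response of each line, the difference between lines in mock and after chitin, the interaction of genotype and treatment, and the effects of genotype and of treatment over both levels of the other factor. The paper names a two-way ANOVA for this design; the corresponding classes (genotype only, treatment only, both) were formed at an adjusted p under 0.05. The difference of the chitin responses of the mutants used all 24 arrays. Values named in the text are log2 differences with limma's standard error. Arrays have no depth in reads, and their number limits the precision.

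The comparisons, the gene lists, the rule for named genes and the alternatives were set before the data were examined. Named are the genes that the paper names in its microarray results or in Table S1, whose values there had been seen, the 10 largest rises and 10 largest falls per comparison among probe sets that passed, matched 1 gene and had groups of replicates that did not overlap (for the interaction without this last condition), and up to 4 members with the smallest adjusted p per list and comparison. The 18 gene lists held 363 genes, of which 56 were tested, and the 10 lists with at least 3 tested genes (45 genes) entered camera with a preset correlation of 0.01, beside camera with an estimated correlation. Tested were 3 of 30 genes listed for WRKY transcription factors, 6 of 31 for elicitor perception, 5 of 13 for the ATL family and 5 of 20 for the ER. For jasmonate they were 3 of 26, for photosynthesis 4 of 26, for cell wall loosening 6 of 30 and for NADPH oxidases and peroxidases 5 of 15. For root tissue markers they were 5 of 17 and for reference genes 3 of 9. The lists were WRKY transcription factors, elicitor perception and early signalling, ERF and CBF transcription factors (0 tested), ATL family, ER folding and degradation, jasmonate, salicylic acid, ethylene, abscisic acid and cold, auxin, circadian clock, glucosinolates, root triterpene gene clusters, cell wall loosening and growth, NADPH oxidases and peroxidases, photosynthesis, root tissue markers and reference genes. The lists of root triterpene gene clusters, cell wall loosening, photosynthesis, NADPH oxidases and peroxidases, glucosinolates and abscisic acid were written after Table S1 had been read.

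The alternatives were values as deposited, quantile normalization, an offset of 32, no filter, a stricter filter of 11000 probe sets, each array left out in turn, the replicate number as a block, all 24 arrays in one fit, the linear model without moderation at adjusted and unadjusted thresholds (0.05, and 0.5 as in the legend of Figure 8), at least 2-fold as well, and the scan day as a block. Added after the data were seen were the arrays of scan day 4 alone, the geometric mean for Table S1, and the comparison of the mutants with each other after chitin. The replicate numbers were tested for pairing. For 9 of the 24 arrays the closest array of another group carried the same number, and 5 of 28 pairs with the same number correlated above 0.1 after the group means were removed, so the samples were treated as unpaired. Scan day left a trace. After the group means were removed, arrays of different groups correlated at 0.0866 on average when scanned on the same day. On different days the average was -0.0422. No 2 arrays were identical, and arrays of a group correlated at 0.948 to 0.982.

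The tests were tried on simulated data. Changes were added to 200 of 16530 probe sets of simulated arrays, and for *atl9* against Col-0 after chitin 22.4% of the 1.5-fold, 68.7% of the 2-fold and 90.9% of the 4-fold changes were recovered with 4 arrays per group. For the interaction the shares were 7.46%, 37.3% and 87.9%. For *atl9* against Col-0 after chitin with 2 arrays per group, as on scan day 4 alone, they were 0%, 4.48% and 66.7%.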

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

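The test of the fluidics modules, the correlation of the bright share with the array median, the arrays of scan day 4 alone and the comparison of the mutants with each other after chitin were chosen after the result was seen. For the other tests, what would count for or against a cause was written down before the test. The patterns weighed below are themselves results of these data, so that the choice to weigh them was not blind.

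A single array was flagged by its gap from the nearest other array, relative to the range of the 4 arrays of its group (Dixon's ratio). The gap can be small in signal. For *AT1G66090* in *rre2* chitin, on the log2 scale, replicate 1 had 4.90 and the other arrays 4.839 to 4.842. Single arrays were flagged in 14 of 342 groups examined for the genes named in the text, where chance gives about 1 in 20 groups. As log2 of the signal over the array median, these were *GRX480* in *atl9* mock replicate 1 (4.14), *AT1G72920* in *atl9* mock replicate 1 (2.61), *XTH16* in *atl9* mock replicate 4 (-0.67), *AT3G54400* in *atl9* chitin replicate 4 (3.37), *scpl30* in *atl9* chitin replicate 1 (2.08), *SGT1A* in *atl9* chitin replicate 1 (3.84), *THI2.1* in Col-0 mock replicate 1 (-2.22), *WRKY6* in Col-0 chitin replicate 2 (3.81), *AT1G54020* in *rre2* mock replicate 1 (2.19), *AT5G64120* in *rre2* mock replicate 4 (3.72), *CRT1b* in *rre2* chitin replicate 3 (4.08), *AT1G32970* in *rre2* chitin replicate 3 (1.45), *AT1G66090* in *rre2* chitin replicate 1 (4.90) and *AT1G72920* in *rre2* chitin replicate 1 (3.65).

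The response to chitin differed between *atl9* and Col-0 for 75 probe sets and between *rre2* and Col-0 for 25, by the test of the interaction in limma. The arrays of *rre2*, which the paper does not report, gave 2001 probe sets after chitin against mock and 1212 against chitin-treated Col-0.

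The groups of arrays were also split in other ways. Of the 35 splits of 8 arrays into 4 and 4, the real one alone (1 of 35) gave as many calls for several comparisons. These were the chitin response of Col-0 (2808, highest other 30), of *atl9* (1745, highest other 1) and of *rre2* (2001, highest other 0). The same held for the difference from Col-0 after chitin of *atl9* (2017, highest other 17) and of *rre2* (1212, highest other 50). A share of 1 of 35 is the smallest that these splits allow, so that chance is unlikely for each of these counts but not excluded. For the mock difference of *atl9* chance stays open, since 3 of 35 splits gave at least the 1 call found. Of 100 drawn splits, the real one alone (1 of 100) gave as many for the genotype effect (1115, highest other 622), genotype only (789, highest other 416), both (326, highest other 206), the treatment effect (3172, highest other 1146) and treatment only (2846, highest other 1129). Of 100 drawn splits, the real one included, 2 gave as many interaction calls as the 75 for *atl9* (highest other 93). For the 25 of *rre2* there were 3, the real one included (highest other 353), a share under 0.05 in both cases. These splits exchanged arrays between the lines within each treatment, which removes every difference between the lines and not the interaction alone. They therefore do not decide whether chance explains the interaction calls. With the scan day as a block the interaction calls were 37 and 0. For the mock difference of *rre2* and the difference of the chitin responses of the mutants the count found was 0, so that a comparison with other splits decides nothing; the highest counts of other splits were 2, in the split by scan day 4, and 204.

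The first pattern weighed is that Col-0 differed from both mutants after chitin and hardly in mock. Scan day as its cause was examined with the log2 differences of *atl9* from Col-0 after chitin. They were taken from the arrays of scan day 4 and, without a shared array, from those of the other days. The 2 sets correlated across probe sets at 0.523, against 0.107 in mock, so that the difference recurred in both sets. Of 9 labellings the real one gave the highest value, and the highest other was 0.344 in absolute size. That other labelling also lay above the limit set beforehand for arguing against scan day. With 1 of 9 as the smallest share possible, the test does not exclude scan day. The use of the same Col-0 arrays for both mutants is argued against as the whole cause, since with these arrays split 2 and 2 the differences of both mutants still correlated at 0.540 after chitin, against 0.109 in mock. A state of the chitin-treated Col-0 samples unrelated to the mutated genes stays open and cannot be told apart from a like effect of both mutations, because only 1 probe set passed between the mutants after chitin (254824_s_at, log2 -1.46, adjusted p = 0.0162, unnamed here and chosen after its values were seen). At an unadjusted p under 0.05 limma gave 1996 probe sets in that comparison, and the linear model without moderation gave 0 at the adjusted threshold. The log2 differences between the mutants after chitin from scan day 4 and from the other days correlated at 0.218.

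The second pattern is that the share of rises among the calls after chitin depends on the scaling. A candidate explanation is that a few bright probe sets take more of the signal after chitin, so that scaling to a trimmed mean lowers the others. The brightest 5% of probe sets held 48.2% of the summed signal on the 12 chitin arrays (46.6% to 49.6%) and 45.8% on the 12 mock arrays (44.7% to 47.5%), with an exact permutation p of 5.83e-06 over 343000 arrangements within the lines. This does not decide the matter, since within the groups the share went with the array median (correlation -0.832 over 24 arrays), so that it largely restates the lower medians after chitin, and the explanation stays open. The fluidics module cannot be told apart from the treatment, since 0 of the 4 modules held arrays of both treatments. Between the modules of the mock arrays 0 probe sets were called, and between those of the chitin arrays 0. This does not compare the modules of the mock arrays with those of the chitin arrays, so that it does not decide the matter.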

How the results depend on the processing

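The arrays of scan day 4 alone and all results on them were chosen after the data were seen. Of the values of named genes under all alternatives, 3178 kept their direction and side of the threshold, 133 fell short of it and 21 passed where the reported value did not; none changed direction as a called value. Scaling: with the values as deposited the chitin response gave 2676 in *atl9* and 3219 in *rre2*, the treatment effect 5265, treatment only 4727, both 538 and the *rre2* interaction 3; with quantile normalization the *rre2* interaction gave 0. With an offset of 32 the interaction gave 139 for *atl9* and 84 for *rre2*. Without a filter it gave 11 and 0, the genotype effect 578, genotype only 404, both 174 and *rre2* against Col-0 after chitin 779, and with the stricter filter the interaction gave 184 and 162; fewer or more probe sets tested change the adjustment. With all 24 arrays in one fit *atl9* against Col-0 in mock gave 2 and the *rre2* interaction 40. With the replicate block, which the check of pairing above does not call for, the interaction gave 24 and 0, the genotype effect 733, genotype only 503 and the difference of the mutants' responses 1. With the scan day as a block, the interaction gave 37 and 0, the genotype effect 475, genotype only 306 and both 169. By the two-way ANOVA at unadjusted p under 0.05, and then at 0.5, the interaction gave 2348 and 10241, the *rre2* interaction 2095 and 10067, the genotype effect 3960 and 11492, the treatment effect 5029 and 11888, genotype only 2464 and 3073 and both 1496 and 8419. With at least 2-fold as well, the chitin response gave 994 in Col-0, 832 in *atl9* and 1003 in *rre2*, the difference after chitin 528 for *atl9* and 369 for *rre2*, the genotype effect 132, the treatment effect 797, genotype only 112, both 20 and treatment only 777. On scan day 4 alone, with 2 arrays per group, the chitin response gave 778 in Col-0, 804 in *atl9* and 936 in *rre2*, the treatment effect and treatment only 1389 each, *rre2* against Col-0 after chitin 1, and the difference of *atl9* in mock and after chitin, both interactions, the genotype effect, genotype only and both gave 0 each. Leaving out 1 array gave 1 to 3 for *atl9* against Col-0 in mock, 983 to 2459 after chitin, 6 to 179 for its interaction, 605 to 1681 for the genotype effect, 416 to 1288 for genotype only, 181 to 395 for both, 0 to 3 for *rre2* against Col-0 in mock, 493 to 1529 after chitin, 0 to 165 for its interaction and 0 to 1 for the difference of the mutants' responses. Of the list calls, 23 passed camera with the preset correlation and 7 with an estimated one. The correlation of both mutants' differences from Col-0 was 0.599 in mock and 0.765 after chitin; it was 0.109 and 0.540 with the Col-0 arrays split, 0.529 and 0.623 without a filter, 0.814 after chitin with the stricter filter, and 0.468 to 0.673 and 0.689 to 0.785 without 1 array. Apart from the numbers tested, the cause was not tested. Other probe sets of the genes of Table S1 were not run, since no gene analysed had a second listed probe set.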

Differences from the paper's values

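The geometric mean was chosen after seeing the values; by the rule below it leaves the same 9 levels of Table S1 apart. The paper counts 525 genes changed by genotype only, at a p-value of 0.5 by its legend, and 789 probe sets passed here at an adjusted p under 0.05. Of the alternatives set before the data were examined, values as deposited (741), quantile normalization (710), no filter (404), the replicate block (503) and the ANOVA at an adjusted p (723) came within 1.5 times of the paper's count, as did each array of Col-0 or *atl9* left out (416 to 736) other than Col-0 mock replicate 3 (808) and *atl9* chitin replicate 2 (1288). The offset of 32 (945), the stricter filter (858), all 24 arrays in one fit (851), the ANOVA at unadjusted p under 0.05 (2464) and 0.5 (3073), at least 2-fold as well (112) and the scan day as a block (306) did not. The legend of Figure 8 marks 3 genes for the interaction of treatment and genotype, and 75 probe sets passed for it here; of the same alternatives none gave 3. Those nearest were 6 without Col-0 chitin replicate 4, 9 without Col-0 chitin replicate 3 and 11 without a filter.

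In Table S1, 9 of 132 levels differ by more than 1.5 times and by more than the SD of the 4 arrays, under the values as deposited, quantile normalization and the median of the arrays alike. For chitin-treated Col-0 the paper gives 3.372 for AT1G61610, against 1.32 here, 0.442 for AT2G31945, against 1.62, 0.678 for *UF3GT*, against 0.146, 7.456 for AT2G03540 in one of its entries, against 2.76, 2.574 for AT1G54020 in one of its entries, against 0.353, and 2.464 for *scpl30* in one of its entries, against 0.0908. For chitin-treated *atl9* the paper gives 1.516 for *UF3GT*, against 0.726 here, and 0.853 and 0.861 in those entries for AT1G54020 and *scpl30*, against 2.78 and 2.66. In 5 of these entries the paper's value for chitin-treated wild type equals the geometric mean of chitin-treated *atl9* here to within 1%. For 2 of the 5 the paper's value for chitin-treated *atl9*, which lies within 1.5 times of the value here, equals the geometric mean of chitin-treated *rre2* to within 1%: 2.875 for AT1G61610, against 2.87, and 11.04 for AT2G03540, against 11.0, where the geometric means of chitin-treated *atl9* were 3.37 and 7.46. By the geometric mean 118 of the 132 levels lie within 1% of the paper's.

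The paper states that *ATL17* (AT4G15975) was induced more in wild type than in *atl9*. Here its level after chitin was higher in *atl9* by a log2 difference of 0.57, which did not pass (adjusted p = 0.23), and its rises in the lines were 2.48 and 2.52. The paper also names *ATL17* among the genes with higher expression in chitin-treated *atl9*, the direction found here. The paper states that *EFR* was induced by chitin in both lines. Here its changes of 0.50 and 0.45 did not pass in either line alone when adjusted over all probe sets tested. When adjusted over the list of elicitor perception only, they passed in each line. The treatment effect on *EFR* over both lines, 0.47, passed by limma (adjusted p = 0.016), though not with the values as deposited. Its change in Col-0 passed without *atl9* chitin replicate 2 or Col-0 chitin replicate 4. The paper states no difference for *SAG101*. Between the lines none passed here, and after chitin it rose by 1.01 in Col-0 and 0.92 in *atl9*.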

Other observations

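The comparison of the mutants with each other was chosen after the result was seen; the others below were not.

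Seedlings of *rre2* responded to chitin as well, with 1370 probe sets higher and 631 lower. As in the other lines this balance depended on the scaling, with 1114 higher and 2105 lower for the values as deposited and 1248 and 1302 with quantile normalization. *WRKY53* rose by 3.51 (adjusted p = 4.74e-09), *PUB22* by 2.76 (adjusted p = 5.68e-08) and *AT1G07160* by 5.89 (adjusted p = 1.89e-09) on the log2 scale (n = 4 arrays per group). All 3 measured WRKY genes rose, also when adjusted over the list alone (camera, adjusted p = 1.65e-06, and adjusted p = 0.0244 with an estimated correlation), and 5 of 6 genes of elicitor perception did, as they did when adjusted over the list alone (camera, adjusted p = 6.23e-09, and adjusted p = 0.0244 with an estimated correlation). Of 6 genes of cell wall loosening 3 rose, also when adjusted over the list alone (camera, adjusted p = 0.00341, and adjusted p = 0.0297 with an estimated correlation). Of its rises 949 were shared with Col-0 (156 if independent) and 989 with *atl9* (104 if independent), and of its falls 283 (35.2) and 265 (18.9). In mock no probe set passed against Col-0 by limma, 955 had an unadjusted p under 0.05, and the linear model without moderation gave 0 at the adjusted threshold. Without *rre2* mock replicate 1 the count was 3, and without replicate 2 it was 1.

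After chitin, 470 probe sets were higher and 742 lower in *rre2* than in Col-0, against 608 and 597 without Col-0 chitin replicate 1 and 185 and 184 with at least 2-fold as well. *scpl30* was higher by 5.09 (adjusted p = 0.00274), or by 4.08 with an offset of 32, *AT3G05950* by 3.22 (adjusted p = 5.34e-04), or by 2.48 with this offset, and *DFR* by 2.95 (adjusted p = 0.00486), and *TUB1* was lower by -1.49 (adjusted p = 5.43e-04). Of 3 jasmonate genes 2 were higher, and 3 when adjusted over the list alone (camera, adjusted p = 0.00246, and adjusted p = 0.158 with an estimated correlation). Of 4 photosynthesis genes, a list not independent of Table S1, 3 were lower and 4 when adjusted over the list alone (camera, adjusted p = 7.26e-05, and adjusted p = 0.158 with an estimated correlation), among them *LHCB4.1* (-0.89 (adjusted p = 0.00855)). Of the probe sets higher than in Col-0 after chitin, 284 were shared by both mutants (24.2 if independent), and of those lower 423 (52.3 if independent); both comparisons share the Col-0 arrays. The correlation of both mutants' differences across probe sets, which are not independent replicates, is 0.499 for simulated unchanged groups compared with the same control arrays. The responses of the mutants to chitin did not differ for any probe set by limma (1248 at an unadjusted p under 0.05, and 0 at the adjusted threshold by the linear model without moderation); simulated 2-fold differences of this kind were recovered in 44.8% of cases. The 1212 became 674 and 493 without Col-0 chitin replicates 3 and 4, and 708, 570 and 693 without *rre2* chitin replicates 2, 3 and 4.

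Among lists with fewer measured genes, *COR15A*, a cold and abscisic acid response gene, was higher in chitin-treated *atl9* than in chitin-treated Col-0 (2.79 (adjusted p = 0.00989); 1.34 with an offset of 32); it was 1 of 2 measured genes of a list that is not independent of Table S1. The single clock gene, *GI*, was higher in *atl9* after chitin (0.45 (adjusted p = 0.0473)), a call that was lost with the scan day as a block (0.41, adjusted p = 0.113), without a filter, with all 24 arrays in one fit, with the replicate block, and without any 1 array of Col-0 or *atl9* other than *atl9* chitin replicate 2 and Col-0 chitin replicate 1. Of 2 auxin genes 1 was lower in *atl9* after chitin, *GH3.3* (-1.25 (adjusted p = 0.0278)), a call that was lost without a filter and without any 1 of *atl9* chitin replicates 1, 3 and 4 and Col-0 chitin replicates 1, 3 and 4. Of 2 glucosinolate genes none passed in Col-0, *atl9* or between them after chitin, and 1 was lower between them when adjusted over the list alone. The single ethylene gene and the single gene of the root triterpene clusters passed in none of these comparisons, and the latter was higher in *atl9* after chitin when adjusted over its list alone. The GAPDH 3' to 5' ratio, a sign of RNA quality, was -0.08 ± 0.04 on the log2 scale in chitin-treated Col-0 and 0.02 ± 0.06 in mock (SD, n = 4; exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Between the lines after chitin it did not pass for *atl9* (exact permutation test, p = 0.771). In mock it was lower in *rre2* than in Col-0 (-0.14 against 0.02; exact permutation test, p = 0.0286), and the actin 3' to 5' ratio, on the log2 scale, was 0.92 in chitin-treated *atl9* and 0.77 in chitin-treated Col-0 (exact permutation test, p = 0.0571), which did not pass.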
